# Analysis of transcriptional response in haploid and diploid *Schizosaccharomyces pombe* under genotoxic stress

**DOI:** 10.1093/g3journal/jkae177

**Published:** 2024-08-09

**Authors:** Joshua M Park, Susan L Forsburg

**Keywords:** fission yeast, haploid, diploid, RNA-seq, transcriptome, MMS

## Abstract

Whole genome duplications are implicated in genome instability and tumorigenesis. Human and yeast polyploids exhibit increased replication stress and chromosomal instability, both hallmarks of cancer. In this study, we investigate the transcriptional response of *Schizosaccharomyces pombe* to increased ploidy generally, and in response to treatment with the genotoxin methyl methanesulfonate (MMS). We find that treatment of MMS induces upregulation of genes involved in general response to genotoxins, in addition to cell cycle regulatory genes. Downregulated genes are enriched in transport and sexual reproductive pathways. We find that the diploid response to MMS is muted compared to the haploid response, although the enriched pathways remain largely the same. Overall, our data suggests that the global *S. pombe* transcriptome doubles in response to increased ploidy but undergoes modest transcriptional changes in both unperturbed and genotoxic stress conditions.

## Introduction

Recent studies have implicated whole genome duplications (WGD), or polyploidy, as a driver of genome instability and tumorigenesis in higher eukaryotic models (Fujiwara *et al.* 2005; Davoli and de Lange 2011; Gemble *et al.* 2022). Polyploid cells exhibit increased replication stress and DNA damage (Nano *et al.* 2019; Gemble *et al.* 2022) as well as mitotic defects leading to chromosomal instability (CIN) and aneuploidy (Dewhurst *et al.* 2014; Kuznetsova *et al.* 2015). Although research in higher eukaryotic models is valuable, there are challenges in studying polyploidy. Tetraploidy has been shown to induce a p53-mediated G1 arrest (Ganem *et al.* 2014) and analysis of tumors found a correlation between WGD and p53 disruption (Zack *et al.* 2013; Quinton *et al.* 2021). Polyploid cells that maintain wild-type p53 may have other factors that allow evasion of the checkpoint and tolerance of higher ploidy (Crockford *et al.* 2017; Zeng *et al.* 2023).

To avoid these challenges, yeast has been used as a model organism to study polyploidy. *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe* have been shown to tolerate multiple levels of WGD (Mortimer 1958; Molnar and Sipiczki 1993). Tetraploids in *S. cerevisiae* exhibit genome instability such as increased chromosome loss, DNA damage, and sensitivity to genotoxic stress (Storchová *et al.* 2006). The phenotypes are similar to those observed in higher eukaryotic models, which suggests that yeast is a suitable model to study the effects of WGDs on genome stability. While *S. cerevisiae* has been used extensively to study polyploidy (reviewed in Storchova 2014), *S. pombe* studies have been lacking. The *S. pombe* genome has pathways in genome organization, maintenance, and repair that are conserved in higher eukaryotes (reviewed in Hoffman 2015). *S. pombe* retains complex centromeres, H3K9-mediated heterochromatin, and other conserved elements that are lost in *S. cerevisiae*, providing a compelling reason to study WGD in *S. pombe* as well.

In this study, we use messenger RNA (mRNA)-seq on haploid and diploid *S. pombe* to investigate any changes in the transcriptome when the genome is doubled. We also investigated the transcriptional response of the cells to methyl methanesulfonate (MMS) treatment in both haploid and diploids and observed an increase in expression for genes involved in genotoxin response and a decrease in expression for genes involved in transport and reproduction. The diploid response to MMS is dampened but reflects similar pathways as haploids. Taken together, we observe that *S. pombe* diploids have modest changes in transcription profile compared to haploids when unperturbed and in response to the genotoxin MMS.

## Materials and methods

### Yeast strains and gowth

*S. pombe* strains used are listed in Supplementary Table 1. *S. pombe* cells were cultured following standard protocols and methods (Forsburg and Rhind 2006). The use of the *smt-0* strain prevents mating-type switching and formation of a double-strand break at the *mat* loci (Engelke *et al.* 1987). The smt-0 mutation which abolishes mating-type switching in fission yeast is a deletion (Styrkársdóttir *et al.* 1993).

### Diploid generation

Mating-type homozygous diploids were generated by protoplast fusion methods adapted from Ekwall and Thon (2017) and Flor-Parra *et al.* (2014). h^−^*smt-0* mating-type strains with *ade6-M210* and *ade6-M216* complementary alleles were grown separately in 50 mL yeast extract with supplements (YES) media to mid log phase. Cultures were centrifuged at 800 *g* (5 min) and supernatant was discarded. Pellets were washed in 10 mL 0.65 M KCl twice, then resuspended in 2 mL 0.65 M KCl, 0.1 g/mL Lallzyme MMX (Lallemand, supplied by Scott Laboratories). Cells were incubated at 36°C until > 90% protoplast formation (20 min). 20 mL of 10 mM Tris, 1.2 M Sorbitol, pH 7.6 (TS) buffer was added to stop the reaction and cells were centrifuged at 200 *g* (5 minutes). Pellets were washed twice in TS buffer. Pellets were resuspended in 500 µL of 10 mM Tris, 1.2 M Sorbitol, 10 mM CaCl_2_, pH 7.6 (TSC) buffer, mixed together (total 1 mL resuspension), and transferred to 1.5 mL centrifuge tube. Cells were centrifuged at 310 *g* (5 min) and supernatant was discarded. The pellet was resuspended in 1 mL PEG, CaCl_2_ solution (900 µL 30% PEG 6000, 100 µL 0.1 M CaCl_2_) with gentle flicking. Cells were incubated at room temperature for 30 min, then centrifuged at 300 *g* (5 min) and supernatant was discarded. Pellets were resuspended in 500 µL TSC buffer and 10 µL aliquots were plated onto adenine dropout minimal media plates supplemented with 1.2 M sorbitol. Diploid genome content was validated by flow cytometry (BD Accuri C6 plus).

### Sample preparation and RNA extraction

Haploid and diploid yeast strains were cultured overnight in 50 mL YES media to mid log phase. Cultures were split in half into no treatment and 0.0075% MMS (Sigma-Aldrich) treated groups and cultured for an additional 4 h. Cells were counted on a Bright-Line Hemacytometer (Hausser Scientific), and the same number of cells were harvested for each sample (1.5 × 10^8^ cells). Samples were washed once in Milli-Q water before processing. Total RNA was extracted using the RNeasy Mini Kit (Qiagen) with the addition of on-column DNase treatment (RNase-Free DNase Set, Qiagen). RNA was further treated with Turbo DNase (Invitrogen) to remove excess genomic DNA. ERCC RNA Spike-in Mix (Invitrogen) was added to the samples as an external control. Mix 1 was added to the haploid and diploid samples at equal dilution and volumes according to ERCC protocol.

### RNA sequencing and analysis

Total RNA was sent to Novogene Co. Inc. for library preparation and mRNA sequencing. Samples were purified for mRNA by polyA capture and paired-end sequenced on an Illumina platform. Raw reads were aligned to the *S. pombe* annotated reference genome (Pombase) using STAR 2.7.0e (Dobin *et al*. 2013; Dobin and Gingeras 2016). Mapped reads were assigned to genomic features and read counts were summarized into a table for downstream applications using featureCounts (Subread; Liao *et al.* 2014). Read counts were analyzed on R 4.1.1, with the package DESeq2 (Love *et al.* 2014). Global expression changes were analyzed by estimating size factors using 74 ERCC spike-ins as control genes. Differential gene expression analysis was performed using default parameters. Two transcripts were manually filtered out (SPAC977.09c and SPBC1348.10c) because they have the same open reading frame sequence (at different genomic loci) which resulted in a skewed assignment of the reads. Statistical analysis of gene list overlap was done using hypergeometric distribution.

The package AnnotationForge (Carlson and Pagès 2023) was used to generate the *S. pombe* org.db from the NCBI database. Gene ontology (GO) enrichment analysis was performed using clusterProfiler (Yu *et al.* 2012) on the subset of genes that were considered differentially expressed. Benjamini–Hochberg *P*-value adjustment and a *P*-value and *q*-value cutoff of 0.05 parameters were used. Plots were generated using R package enrichplot (Yu 2023).

### Reverse transcription-quantitative PCR validation

Total RNA for RT-qPCR was sampled from the same extractions that were sent for RNA sequencing. Total RNA was reverse transcribed with SuperScript III (Invitrogen) using the oligo dT and random hexamer protocol for mRNA and rRNA targets, respectively. Equal amounts of RNA per sample were processed. Five genes and one ERCC transcript were chosen as representatives for upregulated and downregulated, nondifferentially expressed, and control genes. Additionally, 5 and 18 s rRNA were assayed. qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) on the CFX96 Connect Real-Time PCR System (Bio-Rad). The 2^−ΔΔCt^ method (Livak and Schmittgen 2001) normalizing to ERCC transcript was used to compare expression levels.

## Results

### Overview of gene expression workflow

To investigate the effect of ploidy on the transcriptome without confounding effects from mating type, we generated a mating-type homozygous diploid *S. pombe* strain by protoplast fusion. We fused 2 heterothallic h^−^*smt-0* haploid strains that are completely isogenic except at the *ade6* locus (*ade6-M210* and *ade6-M216* are used for selection of diploids by intragenic complementation). To assess the change in transcriptome in response to genotoxic stress, we cultured the strains in the absence or presence of 0.0075% MMS. Three biological replicates for each condition were processed for mRNA-seq. 

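MMS alkylates DNA bases and stalls replication forks, and ploidy is the number of chromosome sets a cell carries. Haploid and diploid cells of the same mating type were grown in rich medium, and each culture was divided between no treatment (NT) and 0.0075% MMS for 4 h. Polyadenylated RNA was sequenced in 12 libraries, 3 per condition. Libraries of a ploidy with the same number were taken to come from the same culture (haploid NT 1 and haploid MMS 1, for example), which the labels do not state. Both strains carry deletions of *ura4+*, which makes uracil, and *his3+*, which makes histidine (Supplementary Table 1). The deposited counts were at 0 for *ura4+* in each of the 12 libraries and between 1 and 10 for *his3+*. Total counts ran from 16288362 to 17655750 per haploid NT library and from 21140150 to 26493886 per haploid MMS library. In diploids they ran from 16624286 to 19117356 (NT) and from 18079041 to 26400719 (MMS). Log2 fold changes (log2FC) and their standard errors (SE) came from edgeR's quasi-likelihood test on counts normalized by TMM, with Benjamini-Hochberg adjustment over all genes tested. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2FC above 0.58. TMM holds the middle of the genes near 0, so a gene that rose took a larger share of the cell's mRNA. Scaled by spike-ins instead, the median gene shifted by 0.84 between diploid and haploid NT, by 1.44 between diploid and haploid MMS, by -0.60 from haploid NT to MMS and by 0.02 from diploid NT to MMS. The MMS response in diploids minus that in haploids shifted by 0.61. Every direction given for a gene or a list is relative to these shifts. Expression levels are given as CPM, a gene's counts scaled to the normalized size of the library, as mean ± SD over 3 libraries.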

We used external RNA spike-ins from ERCC to control for potential changes in global expression levels (Lovén *et al.* 2012) as ploidy doubled.

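ERCC spike-ins are synthetic RNAs added in the same amount to RNA from the same number of cells, so their share of the counts falls as the cells' own mRNA rises. The deposited table held 92 of them, of which 60 had counts in every library and were used for scaling. Spike-ins took between 1.37% and 1.67% of the counts in diploid NT libraries and between 1.33% and 1.68% in diploid MMS libraries. Their share in haploid MMS libraries was between 3.78% and 4.24%. In haploid NT it was 1.90% in replicate 1, 3.71% in replicate 2 and 3.4% in replicate 3.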

We obtained an average of 49.6 million reads (24.8 paired-end reads) per sample (Table 1). On average, 91% of the reads were uniquely mapped onto the *S. pombe* reference genome, and 89% of mapped reads were assigned to genes. 

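Assigned reads are what the counts of each gene are made of, and their number sets how small a change can be seen. Total counts over *S. pombe* genes and spike-ins matched the assigned reads of Table 1 in 12 of 12 libraries at the precision printed there. The 10 most abundant genes took 3.81% to 5.32% of the counts of a library. Between 198 and 213 genes were at 0 counts in a given library.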

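Genes with few reads give unstable ratios, and *S. pombe* also carries genes that exist as near-identical copies. SPAC977.09c and SPBC1348.10c encode the same phospholipase at different chromosome ends, and both were left out as in the paper's methods. Of the 4855 genes that then remained in the deposited table, 4584 were tested after removal of those with fewer than 5 reads in 2 or more libraries. Keeping genes with at least 5 reads in at least 2 libraries, the other reading of this filter, left 4636.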

There were 4,641 *S. pombe* genes analyzed (not including ERCC transcripts) after removing low-expressing genes (fewer than five reads in 2 or more samples).

**Table 1.** Overview of RNA-seq data analyzed in this study.

Strain	Raw reads (PE) (M)	Uniquely mapped reads	Reads assigned
Haploid NT 01	21.6	19.9 M (92%)	17.7 M (89%)
Haploid NT 02	19.7	18.3 M (93%)	16.3 M (89%)
Haploid NT 03	20.6	18.9 M (92%)	16.8 M (89%)
Haploid MMS 01	25.6	23.5 M (92%)	21.1 M (90%)
Haploid MMS 02	26.5	24.3 M (92%)	21.8 M (90%)
Haploid MMS 03	32.0	29.5 M (92%)	26.5 M (90%)
Diploid NT 01	24.2	21.4 M (88%)	19.1 M (89%)
Diploid NT 02	20.6	18.6 M (90%)	16.6 M (89%)
Diploid NT 03	21.2	19.2 M (91%)	17.1 M (89%)
Diploid MMS 01	32.2	29.4 M (91%)	26.4 M (90%)
Diploid MMS 02	22.2	20.2 M (91%)	18.1 M (90%)
Diploid MMS 03	31.2	28.3 M (91%)	24.9 M (88%)

Three biological replicates for each experimental group denoted by 01, 02, and 03. Raw paired-end reads (PE) and reads retained after each step of the mapping pipeline are listed.

### Global and differential gene expression of haploid and diploid *S. pombe*

We first compared global changes in the transcriptome of diploids compared to haploids. We observed that the total RNA extracted from the diploid samples were approximately twice the amount compared to the haploid samples, both in the untreated samples and those treated with 0.0075% MMS, when the same number of cells were processed (Supplementary Fig. 1a). We then compared the mRNA abundance by comparing the fragment per kilobase million of each transcript that was normalized to the external spike-ins. 

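With spike-ins as the yardstick, counts measure how much mRNA a cell holds, which a comparison of shares cannot do. Larger cells with more gene copies are the case for which such a yardstick is needed. *S. pombe* counts divided by the spike-in factor of the library came to 1.87 ± 0.141 (SD, n = 3) in diploid NT, where haploid NT had a mean of 1 and an SD of 0.4 (n = 3). Averaged over 4584 genes, the ratio of diploid to haploid NT was 1.84 ± 0.748 (SD carried over from the library totals of both groups). A two-sided exact permutation test of the library totals gave p = 0.1, the smallest p that 3 against 3 allow. Haploid NT 1, at 1.46, stood apart from haploid NT 2 (0.729) and haploid NT 3 (0.811). Without haploid NT 1 the ratio was 2.39, and without haploid NT 2 it was 1.62. The diploid NT libraries, at 1.96, 1.95 and 1.71, were each above every haploid NT library.

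**Figure D1:**
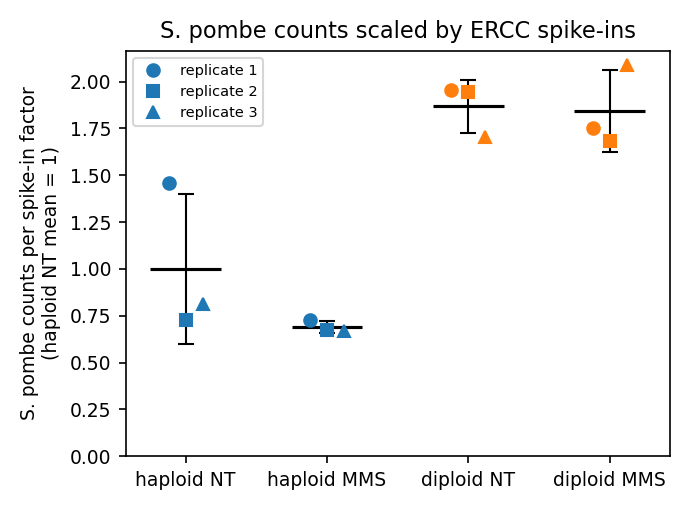
*S. pombe* counts per spike-in factor relative to the mean of haploid NT, on a vertical axis that starts at 0, for each of the 12 libraries (points) with the mean and SD of each condition. Haploid NT 1 lies at 1.46, between the other haploid NT libraries and the diploids, and haploid MMS libraries lie between 0.669 and 0.725.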

We found that, across 4,641 transcripts, expression was increased by 1.9-fold on average in the diploid compared to the haploid samples (Supplementary Fig. 1b). We validated these results by probing 5 genes (2 upregulated, 2 no change, and 1 downregulated) by RT-qPCR normalized to an ERCC spike-in transcript (Supplementary Fig. 1c). 

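The 5 genes probed were *str3+* (SPAC1F8.03c), which takes up heme, *alg9+* (SPAC1834.05), a mannosyltransferase of the endoplasmic reticulum, SPAC977.18, an uncharacterized gene near a telomere, *yak3+* (SPAC1F7.12), an aldose reductase, and *zym1+* (SPAC22H10.13), a metallothionein that binds zinc. Scaled by spike-ins, the sequenced mRNA of *str3+* was 8.4 times as high in diploid as in haploid NT (7.73 without haploid NT 1) and that of *alg9+* 2.23 times (2.99 without it). The ratio was 1.05 for SPAC977.18 (1.42 without haploid NT 1) and 1.01 for *yak3+* (1.15 without it). For *zym1+* it was 0.537, or 0.542 without haploid NT 1. As a share of the mRNA, *str3+* rose by a log2FC of 2.08 (SE 0.411, adjusted p = 0.0134 from edgeR) from a CPM of 0.558 ± 0.262 (SD, n = 3), and the adjusted p reached 0.0555 without diploid NT 1 or diploid NT 3. The share of *zym1+* fell, with a log2FC of -1.85 (SE 0.297, adjusted p = 0.00567 from edgeR), and that of *yak3+* fell with a log2FC of -0.88 (adjusted p = 0.00887 from the same test, 0.0514 without diploid NT 2). SPAC977.18 also fell as a share (log2FC -0.74, adjusted p = 0.028 from edgeR), a call that ended without haploid NT 2 or any single diploid NT library (adjusted p up to 0.119). Scaled by spike-ins, the log2FC of SPAC977.18 was 0.08 and that of *yak3+* 0.01. *alg9+* stayed below the fold threshold at a log2FC of 0.34.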

We also assessed the abundance of rRNA transcripts by RT-qPCR. We targeted 5s and 18 s rRNA which are RNA polymerase III and I targets, respectively. We observed that the 5 and 18 s transcripts were increased by 1.6- and 1.9-fold, respectively, in diploid samples compared to haploids (Supplementary Fig. 1d). Taken together, these data suggest that the global transcriptome in *S. pombe* diploids is approximately doubled compared to haploids.

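If each gene copy were transcribed at the same rate, mRNA per cell would follow the number of genome copies. Ratios of diploid to haploid NT lay above 1 for 99.2% of the 4584 genes, and for 80.5% they lay between 1.5 and 2.5. The 5th and 95th percentiles over genes were 1.31 and 2.41. These genes share the same libraries and the same spike-ins, so their number adds no replicates. From the spike-in scaled mRNA, the total RNA and the RT-qPCR, the paper proposes that a diploid holds about double the transcriptome of a haploid.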

We performed a pairwise comparison of gene expression between haploid and diploid *S. pombe* in normal vegetative growth, to assess whether increased ploidy induced differential expression. 

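Genes whose share of the mRNA differed between diploid and haploid NT included stress chaperones, nutrient transporters and spindle proteins. *hsp90+* (SPAC926.04c) encodes a chaperone that folds signalling proteins, *mae2+* (SPCC794.12c) encodes malic enzyme, and *cut12+* (SPBC649.05) encodes a protein of the spindle pole body. edgeR called 51 genes up and 82 down in diploids. DESeq2 called 77 up and 107 down. Without haploid NT 1 edgeR called 135 up and 151 down, without haploid NT 2 it called 41 down, and without diploid NT 1 it called 20 up. *hsp90+* lies on chromosome I from 3888558 to 3891157 in the coordinates of the deposited table, whose genome build is not given in the sources used here. Its CPM was 699.6 ± 87.1 (SD, n = 3) in haploid and 1643 ± 147 (SD, n = 3) in diploid NT, a log2FC of 1.23 (SE 0.126, adjusted p = 0.000812 from edgeR). *mae2+* rose by a log2FC of 1.68 (SE 0.171, adjusted p = 0.000812 from the same test). The largest rise was that of SPBPB10D8.02c, a predicted arylsulfatase gene near the end of chromosome II, at 3.52 (SE 0.673, adjusted p = 0.0116 from edgeR). *cut12+*, on chromosome II from 541153 to 543168, fell to a CPM of 182.9 ± 19.6 (SD, n = 3) from 400.3 ± 43.9 (SD, n = 3), a log2FC of -1.13 (SE 0.121, adjusted p = 0.001 from edgeR). These 4 calls held whichever library was left out. In each of the 133 genes called, the 3 libraries of 1 ploidy lay beyond the 3 of the other, which 29.3% of all genes did and 10% do by chance. The call itself favours genes whose groups part, so such counts add no support, here or in the comparisons below.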

There were a total of 188 differentially expressed genes (DEGs; 1.5-fold change, adjusted *P*-value < 0.05): 83 upregulated and 105 downregulated (Fig. 1a). 

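Diploid cells are larger than haploids, and both glycolysis, which breaks down glucose, and the transporters that bring nutrients in serve the growth of the cell. Gene lists were fixed from known functions, with the paper's results at hand. Of 16 glycolysis and fermentation genes, 4 rose in diploids and 0 fell at an adjusted p under 0.05 from edgeR, and 12 rose when adjusted over the list alone. Without haploid NT 2, haploid NT 3, diploid NT 1 or diploid NT 3 the first count was 1. The list moved up as a group in limma's camera (adjusted p = 7.7e-09, but adjusted p = 0.171 with an estimated correlation), with a median log2FC of 0.80. *fba1+* (SPBC19C2.07), which encodes aldolase, rose by a log2FC of 1.32 (SE 0.213, adjusted p = 0.00579 from edgeR). *tdh1+* (SPBC32F12.11), which encodes glyceraldehyde-3-phosphate dehydrogenase, rose by 1.38 (adjusted p = 0.0358 from edgeR), and this call was lost without haploid NT 2 or 3 or any single diploid NT library (adjusted p up to 0.128). Of 38 plasma membrane transporters, 9 rose and 0 fell (10 and 2 when adjusted over the list alone), and 1 rose without diploid NT 1. The list moved up with adjusted p = 0.00177 in limma's camera and adjusted p = 0.135 with an estimated correlation. *zrt1+* (SPBC16D10.06), a zinc importer on chromosome II from 3607199 to 3609330, doubled its share: its CPM was 84.52 ± 6.04 (SD, n = 3) in haploid and 172.9 ± 14.6 (SD, n = 3) in diploid NT (log2FC 1.03, SE 0.0986, adjusted p = 0.000798 from edgeR). The glucose transporter gene *ght5+*, the copper transporter gene *ctr4+* and the amino acid transporter gene *aat1+* also rose, by 0.97, 1.08 and 0.76 on the log2 scale, but each call ended without haploid NT 2, diploid NT 1 or diploid NT 2 (adjusted p up to 0.0831, 0.115 and 0.0929 from edgeR).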

The upregulated genes were enriched for GO terms related to metabolic processes and transport across the cell membrane (Fig. 1b). These genes were also enriched for localization at the plasma membrane/cell surface (Supplementary Fig. 2). 

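The cell surface carries flocculins, which make cells stick together, and the glucanases that open the septum between daughter cells. Of 8 flocculin genes, 1 rose and 1 fell in diploid NT, and the list did not pass as a group (adjusted p = 0.96 in camera). *pfl7+* (SPBC359.04c) rose by a log2FC of 2.58 (SE 0.378, adjusted p = 0.00386 from edgeR) from a CPM of 2.886 ± 2.12 to 17.29 ± 0.699 (SD, n = 3 each). *pfl8+* (SPAC1F8.06) fell, with a log2FC of -1.23 (SE 0.166, adjusted p = 0.0027 from edgeR). *eng1+* (SPAC821.09), the glucanase that cuts the septum, rose by 0.88 (SE 0.134, adjusted p = 0.00442 from edgeR). Of 16 metal homeostasis genes, 4 rose and 1 fell over all genes and over the list alone (1 rose without diploid NT 1), with adjusted p = 0.00569 in limma's camera and adjusted p = 0.136 with an estimated correlation.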

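A cell builds a single spindle at mitosis whatever its ploidy, and the checkpoint holds anaphase until every kinetochore is attached. Of 16 spindle checkpoint, spindle and kinetochore genes, 4 fell in diploid NT and 0 rose (5 and 0 when adjusted over the list alone). The list moved down in camera (adjusted p = 0.00101, but adjusted p = 0.0742 with an estimated correlation). Besides *cut12+* these were *cut1+*, which encodes separase, at a log2FC of -0.61 (adjusted p up to 0.0952 from edgeR without haploid NT 2 or 3 or diploid NT 1 or 3), *cut7+*, a kinesin that pushes the poles apart, at -0.53, and the checkpoint kinase gene *bub1+*. The *wtf* genes are spore killers in near-identical copies, so reads can be split among them and single members are uncertain. Of 18, 3 fell and 0 rose (6 and 0 when adjusted over the list alone), with adjusted p = 3.09e-06 in camera and adjusted p = 0.221 with an estimated correlation. Of 33 DNA replication genes, 4 fell and 0 rose, without a shift of the list (adjusted p = 0.359 in limma's camera). Of 32 DNA repair genes 2 fell and 0 rose (1 fell without diploid NT 1 or 2, and 5 without haploid NT 1), and the list moved down with adjusted p = 0.0469 in limma's camera and adjusted p = 0.331 with an estimated correlation.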

Despite 105 downregulated genes, there were no enriched GO terms. Interestingly, 2 cell cycle associated genes that were downregulated in the diploids included *cdc1+* (polymerase delta subunit) and *bub1+* (spindle assembly checkpoint kinase) (log_2_FC of −0.6 for both genes; Fig. 1a).

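Cdc1 is the small subunit of the polymerase that copies the lagging strand, and Bub1 delays anaphase until chromosomes are attached. *cdc1+* (SPAC27E2.05, chromosome I from 4015050 to 4016557) had a CPM of 295.0 ± 24.5 (SD, n = 3) in haploid and 195.2 ± 7.07 (SD, n = 3) in diploid NT, a log2FC of -0.60 (SE 0.082, adjusted p = 0.00297 from edgeR). *bub1+* (SPCC1322.12c, chromosome III from 1312560 to 1316005) had a CPM of 322.4 ± 31.3 and 210.1 ± 10.3 (SD, n = 3 each), a log2FC of -0.62 (SE 0.0878, adjusted p = 0.00344 from edgeR). All 3 diploid libraries lay below all 3 haploid libraries for each gene. Both calls held whichever library was left out, while under spike-in scaling the log2FC was 0.26 for *cdc1+* and 0.25 for *bub1+*, less than the median gene's shift. SPCC584.03c, an uncharacterized gene labelled in Fig. 1a, fell by 0.77 on the log2 scale.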

**Fig. 1.**
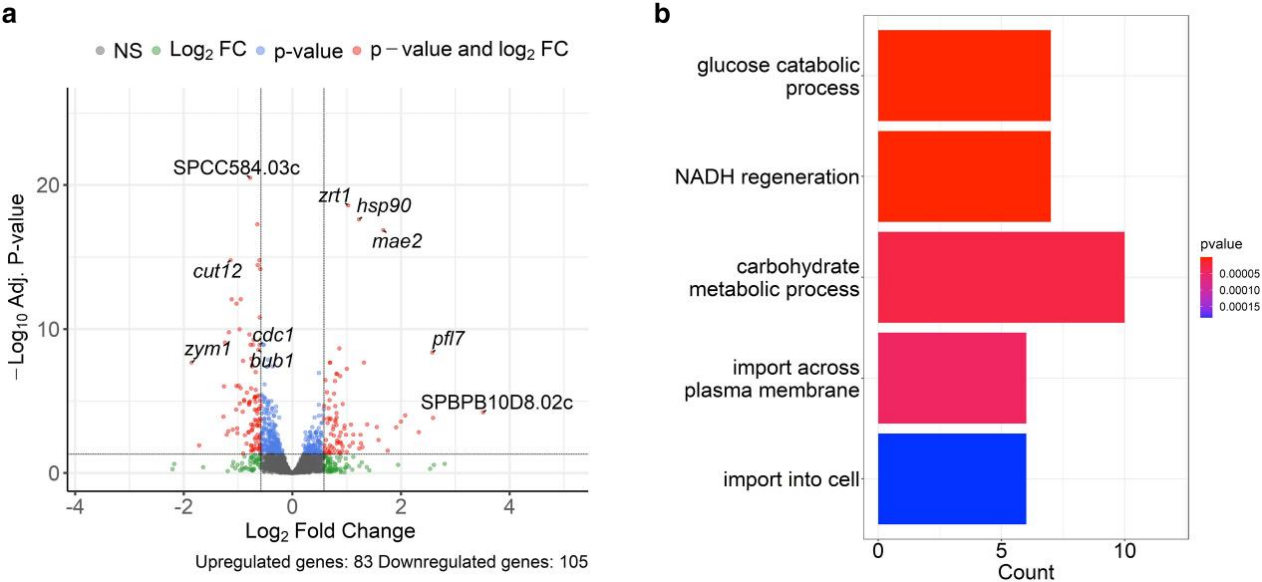
Diploids have increased expression for cell membrane-associated genes. a) Volcano plot displaying differential gene expression in diploid *S. pombe* compared to haploids. Genes that are logFC > 0.58 or < (− 0.58) (fold change ± 1.5) are to the left and right of the vertical lines (labeled green) and adjusted *P*-value < 0.05 are above the horizontal line (labeled blue). Genes that satisfy both thresholds are in the top left and top right quadrants (labeled red) and are considered differentially expressed. b) Bar plot displaying enriched GO terms for biological processes in the upregulated DEGs. The *x*-axis represents the number of genes that contain the specific biological process term.

### Differential gene expression after MMS treatment

We analyzed differential gene expression after 4-h treatment of 0.0075% MMS in haploid and diploid *S. pombe.* This dose and timing are typical for growth and sensitivity assays (e.g. Ranatunga and Forsburg 2016). The thresholds for DEGs were the same as the analysis above. 

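Cells that meet MMS must clear the alkylating agent, protect replication forks and repair DNA. In haploids edgeR called 75 genes up and 49 down after MMS, while DESeq2 called 93 up and 82 down. With the culture as a block edgeR called 111 up and 98 down. Fits with a library left out held no block, here and below. In them the count of genes up was 28 without haploid NT 3 and 103 without haploid MMS 1, and the count of genes down was 10 without haploid MMS 2 and 85 without haploid NT 1. *rib4+* (SPBC409.13), an enzyme of riboflavin synthesis on chromosome II from 1165419 to 1166729, had the largest rise of the genes called, from a CPM of 198.1 ± 125 to 1760 ± 568 (SD, n = 3 each; log2FC 3.15, SE 0.391, adjusted p = 0.00182 from edgeR). Of 6 riboflavin synthesis genes 2 rose and 1 fell (3 and 1 when adjusted over the list alone, and 1 rose without haploid NT 2, NT 3 or MMS 2), with adjusted p = 0.0316 in limma's camera and adjusted p = 0.127 with an estimated correlation. *hsp3104+* (SPAC11D3.13), which encodes a glyoxalase of the DJ-1 family that removes toxic aldehydes, rose by 2.64 (SE 0.289, adjusted p = 0.00165 from edgeR). *pho842+* (SPAC23D3.12), a phosphate transporter gene, fell from a CPM of 363.6 ± 64.8 to 123.4 ± 7.74 (SD, n = 3 each; log2FC -1.56, SE 0.194, adjusted p = 0.00182 from edgeR). *ted1+* (SPAC23A1.02c), whose product trims lipid anchors of surface proteins, fell by 0.84 on the log2 scale. These 4 calls held whichever library was left out. Groups did not overlap in 123 of the 124 genes called, against 28.2% of all genes.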

In the haploids, there were a total of 174 DEGs: 91 upregulated and 83 downregulated in MMS treated vs untreated conditions (Fig. 2a). 

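Peroxiredoxins, thioredoxins and catalase remove peroxides, and the pentose phosphate pathway supplies the NADPH they use. Of 22 antioxidant genes, 7 rose and 1 fell in haploid MMS at an adjusted p under 0.05 from edgeR, and 16 rose and 1 fell when adjusted over the list alone. The list moved up in camera (adjusted p = 8.59e-12), also with an estimated correlation (adjusted p = 0.0262), but not with that and the culture as a block (adjusted p = 0.0545). With the culture as a block 17 rose and 1 fell, while without a block 2 rose when haploid NT 3 was left out and 12 when haploid NT 1 was. *tpx1+* (SPCC576.03c, chromosome III from 2084942 to 2085706), the main peroxiredoxin, went from a CPM of 580.1 ± 57.7 to 1680 ± 136 (SD, n = 3 each; log2FC 1.53, SE 0.136, adjusted p = 0.000374 from edgeR). Catalase (*ctt1+*) rose by 1.66 and thioredoxin reductase (*trr1+*) by 1.62 on the log2 scale, but their adjusted p reached 0.0698 and 0.0822 when haploid NT 2 or haploid NT 3 was left out. Sulfiredoxin (*srx1+*), which reactivates Tpx1, rose by 2.50 (SE 0.605, adjusted p = 0.0376 from edgeR), and this call ended without haploid NT 2, NT 3, MMS 1 or MMS 2 (adjusted p up to 0.153). Of 5 pentose phosphate genes, 3 rose and 0 fell, over all genes and over the list alone (1 rose without haploid NT 3, MMS 2 or MMS 3), with adjusted p = 0.000501 in limma's camera and adjusted p = 0.119 with an estimated correlation. *zwf1+* (SPAC3A12.18), which encodes the first enzyme of that pathway, rose by 1.22 (SE 0.142, adjusted p = 0.00182 from edgeR). Of 18 genes of the general stress response, 2 rose and 1 fell (4 and 1 when adjusted over the list alone, 6 and 3 with the culture as a block, and 1 rose without haploid NT 2 or 3). As a group they did not pass limma's camera (adjusted p = 0.0662) except with the block (adjusted p = 0.0463, but 0.39 with the block and an estimated correlation).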

The upregulated genes were enriched for GO terms involved in response to toxic substances (Fig. 2b). 

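MBF is the transcription factor that switches on genes for the start of S phase, and its targets stay on when forks stall. Of 16 MBF targets listed from known biology, 8 rose in haploid MMS and 0 fell at an adjusted p under 0.05 from edgeR, and 13 rose when adjusted over the list alone. With the culture as a block 13 rose, and without haploid MMS 2 or haploid MMS 3 only 2 did. The list moved up in camera (adjusted p = 5.45e-14, but adjusted p = 0.0785 with an estimated correlation), with a median log2FC of 0.76. *cdt1+* (SPBC428.18, chromosome II from 477189 to 478738), which licenses origins, went from a CPM of 13.04 ± 1.35 to 50.71 ± 20.7 (SD, n = 3 each; log2FC 1.96, SE 0.311, adjusted p = 0.00668 from edgeR), and its call held whichever library was left out. Its partner in licensing, *cdc18+* (SPBC14C8.07c), rose by 1.70 (SE 0.323, adjusted p = 0.0146 from edgeR), but the adjusted p reached 0.068 without haploid NT 2, MMS 2 or MMS 3. *cdt2+*, which directs Cdt1 to degradation, rose by 1.38 on the log2 scale, a call that ended without haploid NT 3, MMS 2 or MMS 3 (adjusted p up to 0.0781 from edgeR). *mrc1+*, a mediator of the replication checkpoint, did not pass the test, at a log2FC of 0.13 (adjusted p = 0.38 from edgeR).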

Among the upregulated genes were a group of Mlu1binding factor (MBF) target transcripts (Supplementary Table 3). This group of genes has been shown to be upregulated in response to hydroxyurea (HU)-induced replication stress in *S. pombe* (Dutta and Rhind (2008)). This suggests that our treatment of MMS is inducing a similar replication stress response as HU treatment, even after 4 h. 

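Cells arrested by hydroxyurea stop in S phase with MBF targets expressed. The median log2FC of the 16 MBF targets from NT to MMS was 0.68 in haploid culture 1, 0.77 in haploid culture 2 and 0.77 in haploid culture 3. The single-stranded DNA binding protein gene *ssb1+* did not pass the test without a block (log2FC 0.44, adjusted p = 0.0913 from edgeR) and did with the culture as a block (adjusted p = 0.00434). Cell cycle position was not measured in these libraries. From the rise of MBF targets, which hydroxyurea also raises, the paper proposes that the MMS treatment set off a replication stress response like that to hydroxyurea.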

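Transporters feed growth, and pheromone genes prepare cells of opposite mating type to fuse. Of 38 plasma membrane transporters, 5 fell in haploid MMS and 1 rose at an adjusted p under 0.05 from edgeR (7 and 1 when adjusted over the list alone). With the culture as a block 12 fell and 1 rose, and without haploid NT 3 or haploid MMS 2 0 fell. The list moved down in camera (adjusted p = 0.0231, but adjusted p = 0.158 with an estimated correlation). *ptr2+*, a peptide transporter gene, fell by 0.90 on the log2 scale, *aat1+* by 0.73, *fio1+*, an iron oxidase gene, by 0.69, *thi9+*, a thiamine transporter gene, by 0.57 and *zrt1+* by 0.55. None of the 5 passed the test without haploid NT 3 or haploid MMS 2, and some did not without other libraries (adjusted p up to 0.078, 0.124, 0.183, 0.154 and 0.0599 from edgeR). *str3+* rose by 1.61, a call that ended without haploid NT 1, 2 or 3 or haploid MMS 2 or 3 (adjusted p up to 0.161 from edgeR). Of 24 mating and meiotic entry genes, 1 fell and 0 rose, over all genes and over the list alone, and with the culture as a block 5 fell and 1 rose. Without a block 4 fell when haploid NT 1 was left out. That list also moved down in camera (adjusted p = 0.0188, but adjusted p = 0.192 with an estimated correlation), with a median log2FC of -0.30. *mam1+* (SPBC25B2.02c), which exports the M-factor pheromone, went from a CPM of 68.88 ± 2.5 to 52.17 ± 1.82 (SD, n = 3 each; log2FC -0.40, SE 0.0822, adjusted p = 0.0187 from edgeR), which did not pass without haploid NT 2, NT 3, MMS 2 or MMS 3 (adjusted p up to 0.1).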

Downregulated genes were enriched in processes involved in cellular transport and mating/sexual reproduction (Fig. 2c). This repression of mating signaling has also been observed in *S. cerevisiae* in response to MMS (Panessa *et al.* 2023). In the diploids, there were 86 DEGs: 60 upregulated and 26 downregulated (Fig. 3a). 

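Diploids carry a spare copy of each chromosome from which damage can be repaired. edgeR called 27 genes up and 16 down after MMS in diploids, while DESeq2 called 58 up and 27 down. With the culture as a block edgeR called 69 up and 59 down. Without diploid MMS 3 it called 50 up and 59 down, and without diploid NT 1 it called 4 up and 3 down. Groups did not overlap in 43 of the 43 genes called, against 23.7% of all genes. *tpx1+* rose by a log2FC of 1.09 (SE 0.135, adjusted p = 0.00481 from edgeR) to a CPM of 1743 ± 273 (SD, n = 3), and *cut12+* rose by 0.94 (adjusted p = 0.00481 from edgeR). *plb2+*, which encodes a phospholipase, fell by 0.79 on the log2 scale. *zrt1+* fell from the raised level of diploid NT to a CPM of 88.43 ± 8.65 (SD, n = 3; log2FC -0.97, SE 0.0983, adjusted p = 0.00152 from edgeR). These 4 calls held whichever library was left out. *rib4+* rose by 2.77 (SE 0.384, adjusted p = 0.00825 from edgeR), and its adjusted p reached 0.0748 without diploid NT 1 or diploid NT 2. *zym1+* rose by 1.37, a call that ended without any single diploid NT library, diploid MMS 1 or diploid MMS 2 (adjusted p up to 0.219 from edgeR).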

The GO enrichment analysis of the upregulated and downregulated gene sets was similar to the haploid MMS analysis; upregulated genes were enriched for functions relating to response to toxic substances and downregulated genes were enriched for metabolic and reproductive functions (Fig. 3, b and c).

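The same functional lists show which parts of the toxic response and of reproduction moved in diploids. Of 22 antioxidant genes, 1 rose in diploid MMS and 0 fell at an adjusted p under 0.05 from edgeR, 9 rose and 1 fell when adjusted over the list alone, and 10 rose with the culture as a block. That list moved up in camera (adjusted p = 2.17e-06, but adjusted p = 0.0968 with an estimated correlation). *srx1+* had a log2FC of 1.87 that did not pass the test without a block (adjusted p = 0.159 from edgeR) and did with it (adjusted p = 0.00356). Among 38 plasma membrane transporters, 1 fell and 0 rose (3 and 1 when adjusted over the list alone, 13 and 1 with the block), with adjusted p = 0.000273 in camera and adjusted p = 0.0968 with an estimated correlation. *put4+*, a proline permease gene, had the lowest log2FC of the members past the test with the block, at -1.35 (adjusted p = 0.00335 from edgeR with the block). Of 24 mating and meiotic entry genes, 1 fell and 0 rose (2 and 0 over the list alone, 4 and 1 with the block, and 3 fell without diploid MMS 3), with adjusted p = 0.0104 in limma's camera and adjusted p = 0.188 with an estimated correlation. Of 117 ribosomal protein genes, 0 passed the test in edgeR without the block and 16 fell with it, and the list moved down in camera (adjusted p = 1.48e-09, but adjusted p = 0.533 with an estimated correlation). Their median log2FC was -0.45 in diploid culture 3, which stands apart, and -0.16 and -0.07 in cultures 1 and 2.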

**Fig. 2.**
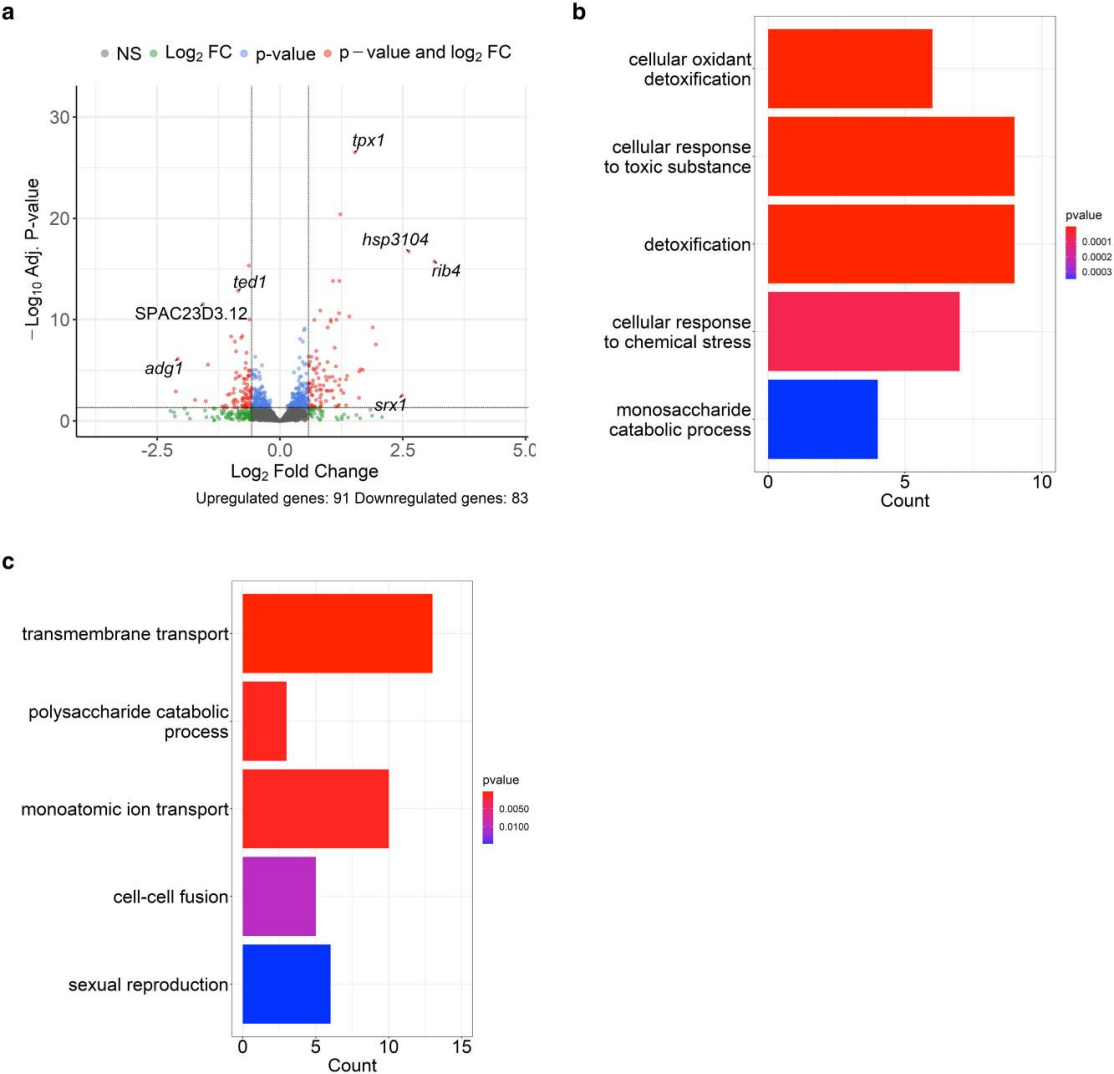
Haploid transcriptional response to MMS. a) Volcano plot displaying differential gene expression between untreated haploids and 0.0075% treated haploids. b) Bar plot displaying enriched GO terms for biological processes in the upregulated DEGs. c) Bar plot displaying enriched GO terms for biological processes in the downregulated DEGs.

**Fig. 3.**
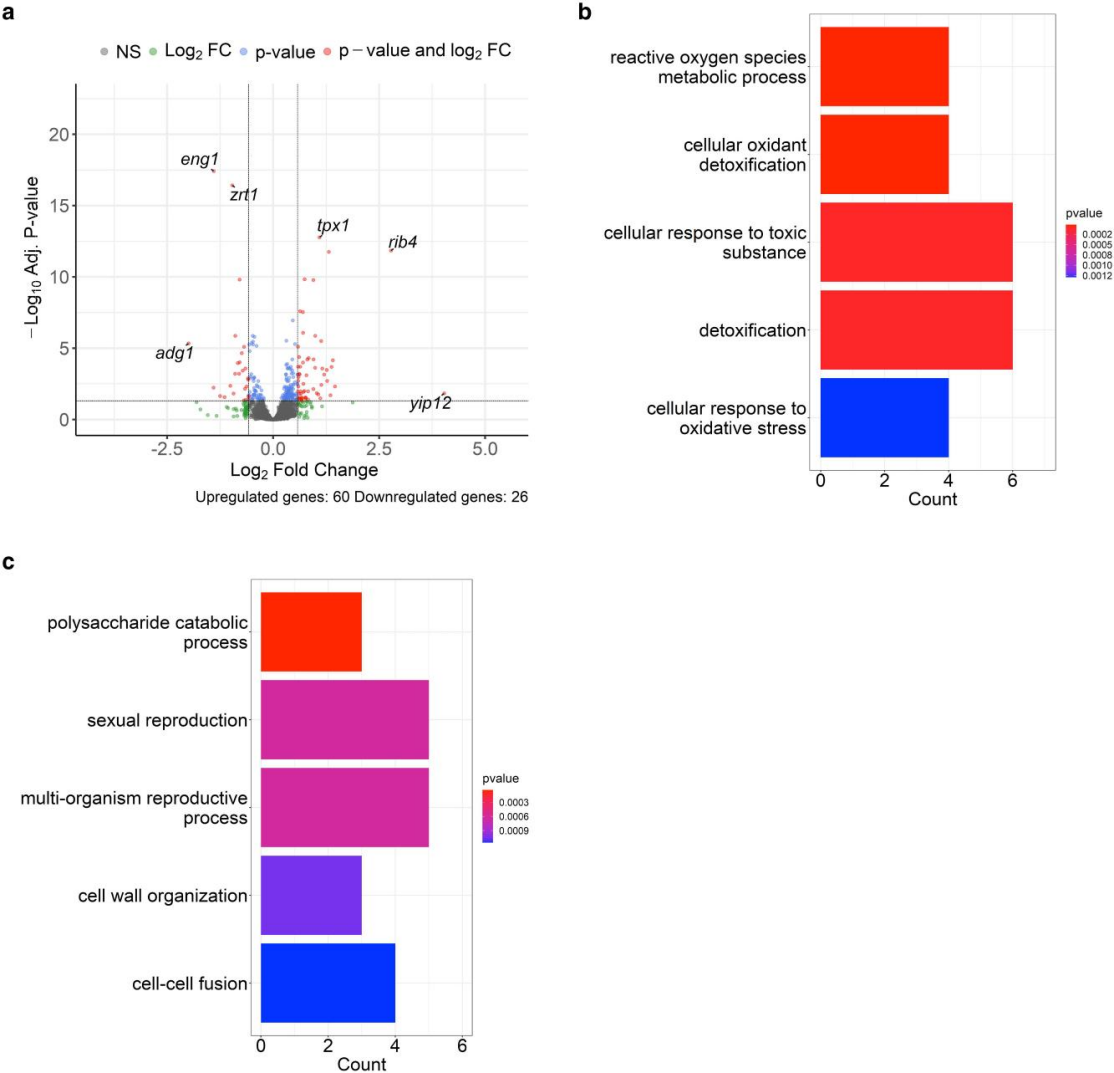
Diploid transcriptional response to MMS. a) Volcano plot displaying differential gene expression between untreated diploids and 0.0075% treated diploids. b) Bar plot displaying enriched GO terms for biological processes in the upregulated DEGs. c) Bar plot displaying enriched GO terms for biological processes in the downregulated DEGs.

Next, we compared the haploid and diploid response to MMS. 

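How many genes pass a threshold depends on the spread between cultures as well as on the size of the response. Of 4584 genes tested, edgeR called 124 in haploid and 43 in diploid MMS. DESeq2 called 175 and 85, and edgeR with the culture as a block called 209 and 128. Without diploid MMS 3 the diploid count was 109, and without diploid NT 1 it was 7. The haploid count was 38 without haploid MMS 2, 48 without haploid NT 3 and 173 without haploid NT 1. After the noise was subtracted, the SD of the log2FC over all genes was 0.261 in haploids and 0.188 in diploids, and the latter was 0.263 without diploid MMS 3. *cdt1+*, the origin licensing gene, had log2FC values of 1.96 and 0.88, *hsp3104+*, the glyoxalase gene, 2.64 and 1.40, and *rib4+*, the riboflavin gene, 3.15 and 2.77 in haploids and diploids. *eng1+*, the septum glucanase gene, had -0.98 in haploids and -1.40 in diploids.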

There were approximately half as many DEGs in the diploid MMS analysis compared to the haploid: 31 and 57 fewer upregulated and downregulated genes, respectively. 

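Shared genes are those called in both ploidies, whatever the size of the change in each. Of the 124 genes called in haploid and the 43 called in diploid MMS, 28 were called in both, where 1.16 would be shared by chance (one-sided Fisher's exact test over genes, p = 5.61e-35). All 28 went the same way, 19 up and 9 down. DESeq2 gave 51 shared genes and edgeR with the culture as a block 70. The number was 41 without diploid MMS 3 and 4 without diploid NT 1. Shared genes up included *zwf1+* for NADPH, *tpx1+* against peroxides, *cdt2+* and *ctp1+*. Those down included the glucanase gene *eng1+* and the phosphate transporter gene *pho842+*. In diploids the calls of *tpx1+* and *eng1+* held whichever library was left out, and those of *zwf1+*, *cdt2+*, *ctp1+* and *pho842+* ended without diploid NT 1 or diploid MMS 1, among others (adjusted p up to 0.171, 0.202, 0.0748 and 0.209 from edgeR).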

When we compared the 174 DEGs from the haploid MMS analysis with the 86 DEGs from the diploid MMS analysis, there were 51 genes that overlapped (Fig. 4a). 

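Table 2 of the study groups MBF targets (*cdt1+*, *cdc18+*, *cdc22+*, *tos4+*, *mik1+*, *cig2+*), genes of oxidative stress and detoxification (*trx1+*, *sod2+*, *yhb1+*) and DNA repair genes (*rad54+*, *srs2+*). The study chose them on these samples, so their tests are not independent evidence. Of these 11, 8 rose and 1 fell in haploid MMS at an adjusted p under 0.05 from edgeR (10 and 1 when adjusted over the list alone, and 2 rose without haploid NT 2, MMS 2 or MMS 3), with adjusted p = 5.32e-11 in limma's camera, 0.0262 with an estimated correlation and 0.069 with that and the culture as a block. In diploid MMS 0 passed edgeR's test, 7 rose when adjusted over the list alone and 6 rose with the culture as a block, with adjusted p = 0.000175 in camera and adjusted p = 0.142 with an estimated correlation. In haploids *cig2+*, an S phase cyclin gene, did not pass without the block (log2FC 0.84, adjusted p = 0.0651 from edgeR, 0.00261 with it), nor did *yhb1+*, a flavohemoprotein gene (log2FC 0.65, adjusted p = 0.122, 0.00842 with it). *trx1+* (SPAC7D4.07c), thioredoxin, rose by 0.81 in haploids (SE 0.134, adjusted p = 0.00913 from edgeR), and its log2FC of 0.42 in diploids did not pass (adjusted p = 0.16, 0.026 with the block). The block also brought *cdc18+* (adjusted p = 0.0244), *cdc22+* (0.0244), *tos4+* (0.00652), *sod2+* (0.0402) and *rad54+* (0.0124) past the test in diploids in edgeR, but not *cdt1+* (0.0599). In haploids the calls of *cdc22+*, which makes nucleotides, *tos4+*, a regulator of S phase genes, and *mik1+*, a kinase that delays mitosis, ended without haploid NT 2, NT 3, MMS 2 or MMS 3 (adjusted p up to 0.114, 0.141 and 0.0683 from edgeR). Those of *sod2+* and *srs2+* ended without any haploid library but MMS 1 (up to 0.141 and 0.168), and that of *rad54+* without haploid NT 2, MMS 2 or MMS 3 (up to 0.0701). The difference between the 2 responses, tested as an interaction, ran from -1.08 for *cdt1+* to 0.53 for *srs2+*, and none of the 11 passed (adjusted p = 0.999 from edgeR for each).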

Genes that were differentially regulated in the haploid MMS analysis but not the diploid MMS analysis included MBF target transcripts, oxidative stress response/detoxification genes, and DNA repair factors (Table 2). When we compared the log-fold change across the transcriptome between the haploid MMS treatment and the diploid MMS treatment analysis, the correlation value was 0.57 (Fig. 4b) suggesting that the diploid response was similar to the haploid on the global scale. 

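A correlation over genes asks whether the transcriptomes shifted in the same direction, whatever passed a threshold. Over 4584 genes, which are not independent replicates, Pearson's r between the haploid and diploid log2FC values was 0.652 and Spearman's rho 0.622. The 2 comparisons share no library. Of all genes 72.1% had the same sign in both. Leaving out single libraries moved r between 0.505 (without diploid MMS 1) and 0.743 (without diploid MMS 3). Between single cultures, r of diploid culture 3 with the other 5 cultures was 0.032 to 0.383, against 0.484 to 0.824 among those 5. *yak3+*, the aldose reductase gene, had log2FC values of 0.90 in haploids and 0.99 in diploids. From the correlation, the paper proposes that the diploid response resembled the haploid one over the whole transcriptome.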

We also performed a pairwise comparison of the haploid MMS-treated samples with the diploid MMS-treated samples and found a total of 75 DEGs: 48 upregulated and 27 downregulated (Fig. 4c). Of those 75 DEGs, 46 overlapped with the DEG list from the haploid and diploid no-treatment (NT) analysis (Fig. 4d). This suggests that these 46 DEGs are ploidy-dependent and not affected by MMS treatment, while the other 29 may be ploidy and MMS-dependent DEGs. 

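Comparing the treated cells directly shows how ploidy sets mRNA shares under damage. Between diploid and haploid MMS edgeR called 14 genes up and 11 down, and DESeq2 called 41 up and 27 down. The count up was 1 without haploid MMS 2 and 19 without diploid MMS 3, and the total over both directions ran from 2 to 28. The main fit takes NT and MMS libraries of a culture as independent. On the libraries of these groups alone edgeR called 0 genes up and 0 down (481 at an unadjusted p under 0.05). Groups did not overlap in 25 of the 25 genes called, against 19.7% of all genes. *nce103+* (SPBP8B7.05c, chromosome II from 3640904 to 3643081), which encodes carbonic anhydrase, had a CPM of 67.59 ± 2.51 in haploid and 150.1 ± 22 (SD, n = 3 each) in diploid MMS, a log2FC of 1.15 (SE 0.123, adjusted p = 0.00249 from edgeR). SPCC1393.12 (chromosome III from 823411 to 824429), an uncharacterized gene, had a CPM of 132.6 ± 15.9 and 57.1 ± 5.96 (SD, n = 3 each), a log2FC of -1.22 (SE 0.115, adjusted p = 0.0014 from edgeR). Of the 23 named genes past the test, these were the 2 that stayed past it whichever library was left out. *hsp90+* was higher by 0.80, *aat1+* by 1.14 and *ptr2+* by 1.21 on the log2 scale (adjusted p = 0.0131 each from edgeR), and each call ended without haploid MMS 2 or diploid MMS 2 (adjusted p up to 0.0747).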

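Genes called between ploidies with and without MMS depend on ploidy in both states. Of the 133 called in NT and the 25 called in MMS, 21 were called in both, where 0.73 would be shared by chance (one-sided Fisher's exact test over genes, p = 1.18e-29), 12 of them higher and 9 lower in diploids. DESeq2 gave 41. Without haploid MMS 2 or diploid MMS 2 the number was 1. The NT and MMS comparisons use different libraries, but of the same cultures. Differences between cultures can recur in both, and the chance value and the p do not allow for this. Shared genes included *mae2+* for malic enzyme, at 1.68 in NT and 0.84 in MMS on the log2 scale, *pfl7+* for a flocculin, at 2.58 and 2.10, *cut12+* for the spindle pole body, at -1.13 and -0.79, and *mam3+*, the agglutinin gene of M cells, at -0.79 and -0.84. In MMS the calls of *mae2+*, *pfl7+*, *cut12+* and *mam3+* ended when haploid MMS 1, haploid MMS 2 or diploid MMS 2, among others, was left out (adjusted p up to 0.169, 0.152, 0.0732 and 0.101 from edgeR).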

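A test of ploidy by MMS asks whether the ploidy difference of a gene depends on MMS. In simulated data it recovered 11.9% of 1.5-fold and 64.2% of 2-fold changes, so it can miss such genes. Genes called in MMS and not in NT were *ctp1+* for DNA end resection, *pfl3+*, a flocculin gene, SPCC1393.12 and SPAC11D3.01c, of which *pfl3+* and SPAC11D3.01c were named after their values were seen. The MMS calls of both ended without haploid MMS 1, 2 or 3 or diploid MMS 2 (adjusted p up to 0.0732 and 0.117 from edgeR). In NT the log2FC was -0.51 for *ctp1+*, 0.39 for *pfl3+*, -0.58 for SPCC1393.12 and 0.54 for SPAC11D3.01c. All but *pfl3+* (adjusted p = 0.0683) passed edgeR's test in NT (adjusted p = 0.00799, 0.0136 and 0.0143) and missed only the fold threshold. The interaction test of edgeR called 0 of 4584 genes (155 at an unadjusted p under 0.05), also with the culture as a block (626 at an unadjusted p under 0.05), and DESeq2 called 1 (199 at an unadjusted p under 0.05). Without both haploid culture 1 and diploid culture 3, a setting chosen after seeing the values, edgeR called 66. The gene called by DESeq2 was SPAC26F1.07, an aldo-keto reductase, with a log2FC of -0.75 (SE 0.169, adjusted p = 0.042 from DESeq2) and -0.76 in edgeR (SE 0.153, adjusted p = 0.999). For SPCC1393.12 the interaction was -0.64 (unadjusted p = 0.00206 in edgeR). From the overlap with NT, the paper proposes that the shared DEGs depend on ploidy alone and that the remaining ones may depend on both ploidy and MMS.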

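Ctp1 works with the Mre11 complex to trim broken DNA ends for recombination. *ctp1+* (SPCC338.08) lies on chromosome III from 1358737 to 1360260. After MMS its CPM was 237.5 ± 13.2 (SD, n = 3) in haploids and 157.9 ± 12.7 (SD, n = 3) in diploids, a log2FC of -0.59 (SE 0.0894, adjusted p = 0.0131 from edgeR), and 0.84 under spike-in scaling, less than the shift of the median gene. The 3 diploid libraries lay below the 3 haploid libraries. The adjusted p reached 0.0732 without haploid MMS 1, haploid MMS 2 or diploid MMS 2.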

Interestingly, *ctp1+* (cofactor of Mre11–Rad50–Nbs1 complex, Williams *et al.* 2009) was downregulated in diploids compared to haploids in response to MMS (log_2_FC of −0.58).

**Fig. 4.**
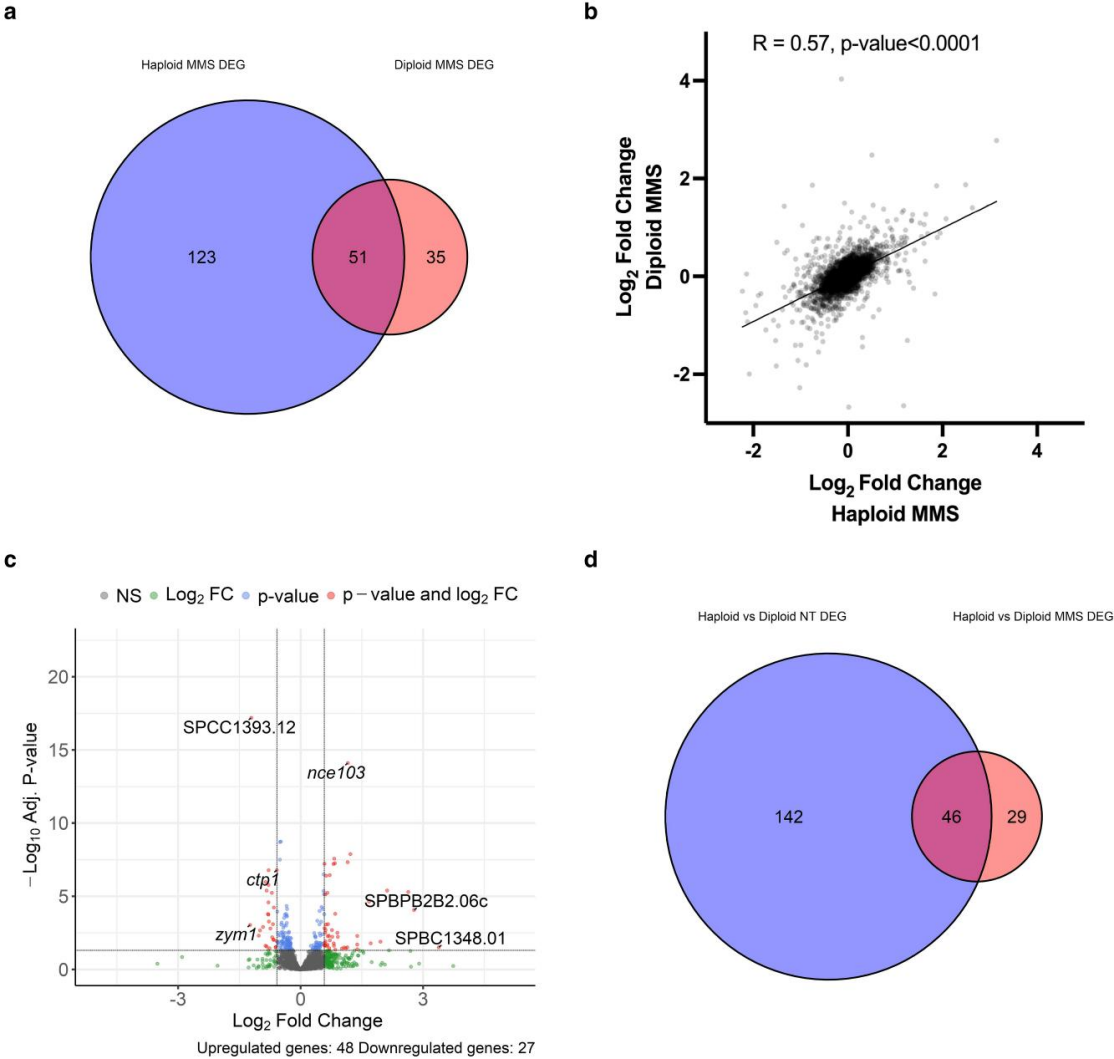
Diploids have a similar transcriptional response to MMS as haploids. a) Venn diagram displaying overlap of DEGs from haploid MMS and diploid MMS analysis (*P*-value of 1.4e – 47). b) Scatter plot displaying a comparison of DEGs in response to MMS across the transcriptome in haploids and diploid. *x*-axis represents logFC of each gene in the haploid dataset, and *y*-axis represents the same for diploids. *R* value of 0.57 is the correlation coefficient. c) Volcano plot displaying differential gene expression between MMS-treated haploids and MMS-treated diploids. d) Venn diagram displaying overlap of DEGs from untreated haploid and diploid analysis compared to the MMS-treated haploid and diploid analysis (*P*-value of 1.1e – 53).

**Table 2.** List of DEGs in haploid MMS analysis not observed in diploids.

Gene	Haploid Log_2_-FC; *P*-adj	Diploid Log_2_-FC; *P*-adj
MBF target transcripts		
*cdt1*	2.0; 2.9e – 8	0.9; 0.06
*cdc18*	1.7; 9.2e – 6	0.9; 0.08
*cdc22*	1.2; 3.1e – 4	0.7; 0.1
*tos4*	1.2; 9.8e – 4	0.8; 0.1
*mik1*	1.0; 4.8e – 5	0.2; 0.6
*cig2*	0.8; 1.3e – 2	0.3; 0.07
Oxidative stress response/detoxification		
*trx1*	0.8; 2.5e – 6	0.4; 0.06
*sod2*	0.6; 2.6e – 3	0.4; 0.09
*yhb1*	0.6; 0.04	0.07; 0.9
DNA repair		
*rad54*	0.7; 2.1e – 4	0.4; 0.05
*srs2*	−0.7; 5.6e – 3	−0.1; 0.9

List of notable genes that are differentially regulated in the haploid MMS analysis, but not the diploid MMS analysis [the fold change (± 1.5 fold change) and/or adjusted *P*-value (< 0.05) threshold is not met].

## Discussion

We performed mRNA-seq comparing haploid and mating-type homozygous diploid *S. pombe* in normal conditions and under MMS-induced replication stress. We used h^−^*smt-0* mating-type strains to control for any unwanted effects that imprinting at the mating-type locus may cause (Octobre et al. 2008). Our RNA-seq analysis was performed using external RNA spike-ins to control for possible global changes in the transcriptome due to the doubling of the genome. We find that the WGD results in ∼2-fold increase in the transcriptome including global mRNA expression. Increased mRNA levels have been observed in both *S. pombe* and *S. cerevisiae* as ploidy increases which is correlated with cell size increases (Sun *et al*. 2020; Yahya *et al*. 2022; Swaffer *et al*. 2023).

When analyzing the transcriptome for DEGs in the haploid compared to the diploid, we find that just 188 genes (83 upregulated and 105 downregulated) were differentially regulated out of 4,641 genes observed in the data (Fig. 1a). Our results showed a larger number of DEGs compared to previous research in *S. cerevisiae* in which the investigators found a very small number of genes to be differentially regulated across various levels of polyploidy (Galitski *et al.* 1999; Storchová *et al.* 2006; Yahya *et al.* 2022). However, when we impose more conservative thresholds, the DEGs are in line with *S. cerevisiae* observations (e.g. 2-fold change in expression threshold results in 20 upregulated and 15 downregulated genes). 

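A higher threshold on the fold keeps the genes with the larger changes. At an absolute log2FC above 1 and an adjusted p under 0.05 edgeR called 16 genes up and 14 down in diploid NT, and DESeq2 called 18 up and 16 down. The counts were 27 up and 23 down without haploid NT 1, 6 up without diploid NT 1 and 6 down without haploid NT 2. *mug86+* (SPAC5D6.09c), a predicted acetate transporter gene, was among those down at a log2FC of -1.16 (SE 0.149, adjusted p = 0.0024 from edgeR). SPCC4G3.12c, a predicted ubiquitin ligase gene, was at -1.25 (SE 0.21, adjusted p = 0.00676 from edgeR). Of 79 subtelomeric genes, within 100 kb of a chromosome end, 11 rose and 3 fell without a fold threshold (17 and 5 when adjusted over the list alone, and 2 rose without diploid NT 1), with adjusted p = 1.58e-05 in limma's camera and adjusted p = 0.176 with an estimated correlation. Many of these have near-identical copies, so reads can be split among them.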

Despite the differences, the upregulated genes in those studies were enriched for cell membrane-associated proteins similar to our *S. pombe* results (Fig. 1b and Supplementary Fig. 1). In both yeast, cell size increases as ploidy increases (Mundker 1953; Wood and Nurse 2015) which may explain the enrichment of cell membrane-associated genes.

Although there were no enriched GO terms for the downregulated genes, we noted 2 cell cycle-associated genes, *cdc1 +* and *bub1 +* (Fig. 1a). Cdc1 is a subunit of polymerase delta that is essential for cell cycle progression, and a mutant strain was previously shown to be hypersensitive to MMS (MacNeill *et al* 1996). Bub1 is a spindle assembly checkpoint kinase that is essential for maintaining diploidy in *S. pombe* (Bernard *et al* 1998). Although the downregulation of these genes does not seem to affect diploid growth in unperturbed conditions, they may play a role in diploid sensitivity to genotoxins discussed below.

A previous report examining the MMS-responsive transcriptome used a microarray protocol, and exposed cells to a high dose for a short period of time to assess the acute response (Chen *et al.* 2003). In our study, we used a lower dose for an extended period, more similar to the conditions used to evaluate MMS sensitivity in growing cells (Mastro and Forsburg 2014; Ranatunga and Forsburg 2016). We found that both MMS-treated haploids and diploids upregulated genes in pathways involved in general response to genotoxins and stress (Figs. 2b and 3b). These genes have functions in oxidation–reduction processes and transmembrane transport. Both processes have been reported to be upregulated in response to MMS in *S. pombe* and other yeasts (Chen *et al.* 2003; Benton *et al.* 2006; Feng *et al.* 2022).

Another set of genes that we observed to be upregulated were MBF-targeted transcripts (Supplementary Table 3). MBF is a cell cycle specific transcription factor that directs expression of S phase genes (Lowndes *et al*. 1992; Ayté *et al.* 2001). MBF-regulated genes have been shown to be upregulated in response to replication stress induced by HU in *S. pombe* (Dutta and Rhind (2008)). These genes are involved in DNA replication and repair pathways necessary for cell survival in response to replication stress (de Bruin *et al.* 2008; Caetano *et al.* 2011). This suggests that our 4-h MMS treatment induces a replication stress response, as expected.

Downregulated genes in MMS treatment were enriched in transport, metabolic, and reproductive processes (Figs. 2c and 3c). Downregulation of transport and metabolic machinery has been observed in *S. pombe* and other yeasts (Chen *et al.* 2003; Benton *et al.* 2006; Feng *et al.* 2022). This indicates a conserved reaction to MMS, presumably to halt the import of the genotoxic agent and redirect resources to respond to the stress. 

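Ste11 is the transcription factor that starts sexual differentiation, Ste7 and Mei2 act in entry into meiosis, and Mam2 and Prm1 serve pheromone sensing and cell fusion. In haploid MMS, with the culture as a block, *ste11+* fell by 0.37, *ste7+* by 0.49, *mam2+* by 0.27 and *prm1+* by 0.53 on the log2 scale (adjusted p between 0.00632 and 0.0366 from edgeR), but none of the 4 passed the test without the block. *ste6+*, which activates Ras, rose by 0.23 with the block and did not pass without it. In diploid MMS, with the block, *ste11+* fell by 0.67 (adjusted p = 0.00692 from edgeR), *ste7+* by 0.45 and *mei2+* by 1.20. None of these passed the test in diploids without the block. *mam1+*, the pheromone exporter gene, fell by 0.49 in diploids without a block (adjusted p = 0.021 from edgeR, up to 0.128 without any diploid library but MMS 3). Of 5 P-cell marker genes, 1 fell in haploid MMS and 0 rose (2 and 0 when adjusted over the list alone), with adjusted p = 0.0316 in camera, adjusted p = 0.127 with an estimated correlation and adjusted p = 0.0665 with the block. It was *map4+*, an agglutinin gene, at a log2FC of -0.62 (adjusted p = 0.00182 from edgeR). Of 15 meiosis and sporulation marker genes, 1 rose and 1 fell in haploid MMS, and the list did not pass as a group (adjusted p = 0.729 in limma's camera). *rec7+*, for meiotic recombination, was the one that fell, by 1.01 on the log2 scale, and its call ended without haploid NT 2, NT 3, MMS 2 or MMS 3 (adjusted p up to 0.161 from edgeR).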

The reproductive genes that were downregulated were predominantly involved in conjugation and entry into meiosis. The downregulation of mating and reproductive processes has similarly been observed in *S. cerevisiae* when treated with MMS (Panessa *et al.* 2023). The link between reproductive processes and genotoxic stress response is not well studied but may be involved in cell cycle dynamics or part of a broad stress response. The downregulation of the mating pathway in response to MMS requires further investigation.

Differential gene analysis of both haploid and diploid *S. pombe* cells in response to MMS showed that diploids have approximately half the number of DEGs compared to haploids in MMS. We observe that several DEGs present in the haploid analysis but not the diploid analysis include MBF-dependent transcripts, oxidative stress response and detoxification genes, and DNA repair factors (Table 2). These genes, in the diploid MMS analysis, follow a similar differential expression pattern but at a smaller magnitude in fold change and/or significance that may not/does not reach statistical significance. However, there was a significant overlap of DEGs and enriched pathways were largely the same (Fig. 4). This suggests that, while the core response to MMS is similar in diploids and haploids, the diploid response is muted. 

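Whether a response is smaller can be read from genes picked in either ploidy, since picking a gene in 1 of them favours large values there. Of the 124 genes called in haploid MMS, 124 had the same sign in diploids and 112 had a smaller fold there, with a median ratio of the log2FC of 0.625. Of the 43 genes called in diploid MMS, 43 had the same sign in haploids and 26 had a smaller fold there, with a median ratio of 0.893. Among the 124, 29 passed the interaction test at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 in edgeR. For *cdt1+*, the licensing factor gene, the interaction was -1.08 (SE 0.425), and for *mik1+*, the mitotic inhibitor gene, it was -0.75. As shares of the mRNA, *zrt1+*, the zinc importer gene, and *eng1+*, the septum glucanase gene, fell by more in diploids than in haploids. Spike-in scaling shifts the interaction of the median gene by 0.61, so this order holds for shares only.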

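Responses of single cultures can be set side by side for each gene list, and MBF targets, antioxidant enzymes and the proteasome are shown here. The median log2FC from NT to MMS of 16 MBF targets in diploid cultures 1 to 3 was 0.55, 0.56 and 0.30. For 22 antioxidant genes the medians were 0.34, 0.51 and 0.61 in haploid and 0.34, 0.22 and 0.26 in diploid cultures. In the proteasome they were 0.389, 0.358 and 0.516 in haploid and 0.239, 0.295 and 0.047 in diploid cultures. Not every list was lower in diploids. Medians of the general stress response were 0.377, 0.015 and 0.134 in haploid and 0.13, 0.12 and 0.279 in diploid cultures. Over all genes, the slope of the diploid on the haploid response, corrected for noise, was 0.81, and it was 1.12 without diploid MMS 3 and 0.54 without haploid NT 1. The paper points to fewer DEGs in diploids, smaller folds in a similar direction, and the overlap of DEGs and enriched pathways. From these it proposes that diploids share the core response to MMS in a muted form.

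**Figure D2:**
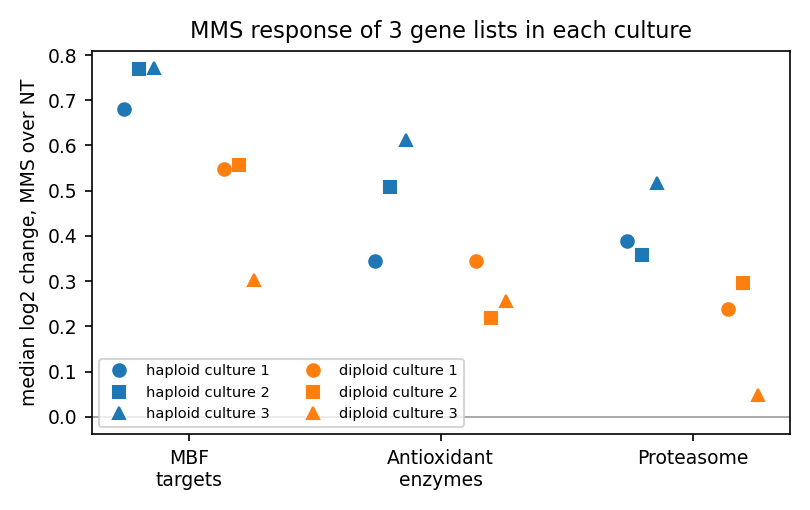
Median log2FC from NT to MMS (vertical axis) of 3 gene lists in each of the 6 cultures, as points, for haploids and diploids. For MBF targets the diploid cultures lie between 0.30 and 0.56, below the haploid cultures.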

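Lists of genes with a common role can move between treated haploids and diploids although few members pass on their own. Of 38 plasma membrane transporters, 3 were higher in diploid MMS and 0 lower at an adjusted p under 0.05 from edgeR (7 and 1 when adjusted over the list alone, and 0 were higher without haploid MMS 2 or diploid MMS 2), with adjusted p = 0.00156 in limma's camera and adjusted p = 0.168 with an estimated correlation. Of 19 chaperones, 1 was higher and 0 lower (5 and 0 over the list alone), with adjusted p = 5.43e-07 in camera and adjusted p = 0.168 with an estimated correlation. The 1 chaperone was *hsp90+*, which did not pass without haploid MMS 1, 2 or 3 or diploid MMS 2. Metal homeostasis genes, a list that shares members with the transporters, moved up too (1 higher, 0 lower, and 6 and 1 over the list alone, with adjusted p = 0.00494 in camera and adjusted p = 0.168 with an estimated correlation). The 1 higher was *zrt1+*, also counted among the transporters, so this is not a separate signal. The 16 MBF targets, with 1 lower and 0 higher, did not pass as a group (median log2FC -0.10, adjusted p = 0.0854 in limma's camera), and that 1 was *ctp1+*. *yhb1+*, the flavohemoprotein gene, had a CPM near 1641 in haploid and 2120 in diploid MMS.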

The pairwise comparison between MMS-treated haploids and diploids resulted in 75 DEGs that were not enriched for any specific biological pathway (Fig. 4d). Of these 75 genes, 29 did not overlap with the haploid and diploid NT comparison (Fig. 4d), which suggests their differential expressions are ploidy and MMS treatment dependent. Within this group of 29 genes was Ctp1, a regulator of the Mre11–Rad50–Nbs1 complex that is associated with DNA double-strand break repair (Limbo *et al.* 2007). Although *ctp1 +* expression is upregulated in response to MMS in both haploids and diploids (Supplementary Table 5 and 6), its expression is reduced in diploids compared to haploids in unperturbed (log_2_FC of −0.52, just below the FC threshold) and MMS-treated conditions (log_2_FC of −0.58, Fig. 4c).

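The level of *ctp1+*, an MBF target that acts in homologous recombination, can differ between ploidies at rest and still respond alike. In NT its CPM was 145.3 ± 11.2 (SD, n = 3) in haploids and 101.8 ± 4.72 (SD, n = 3) in diploids, a log2FC of -0.51 (SE 0.0897, adjusted p = 0.00799 from edgeR), and 0.31 under spike-in scaling, less than the shift of the median gene. After MMS it rose by 0.71 in haploids (SE 0.0897, adjusted p = 0.00182 from edgeR) and by 0.63 in diploids (SE 0.0898, adjusted p = 0.00902 from the same test). The NT difference and the haploid rise held whichever library was left out, while the adjusted p of the diploid rise reached 0.0748 without diploid NT 1, diploid NT 2 or diploid MMS 1. The 2 rises differed by -0.08 (SE 0.126, adjusted p = 0.999 from edgeR's interaction test).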

In work to be reported elsewhere, we have observed that diploids are more sensitive than haploids to genotoxic stressors such as MMS, HU, camptothecin, phleomycin, X-irradiation, and thiabendazole (JMP and SLF, in preparation). The data presented here suggest that the increased sensitivity to MMS in diploids may be due to a dampened transcriptional response compared to the haploids. Additionally, the reduced expression of key genes such as *cdc1^+^*, *bub1^+^*, or *ctp1^+^* might affect the diploid cell's ability to respond to genome stress. The 29 ploidy and MMS-dependent DEGs may also play a role in the diploid sensitivity and require further investigation.

The data presented in this study provides insight into the transcriptional differences between *S. pombe* haploids and diploids in unperturbed and MMS-treated conditions. Previous studies in budding yeast have looked at changes in transcriptome in response to ploidy changes (Storchová *et al.* 2006; Yahya, *et al.* 2022) or in MMS treatment (Panessa *et al.* 2023). To the best of our knowledge, this is the first study to look at the intersection of ploidy and genotoxic stress at the transcriptome level. As polyploidy has been implicated in genome instability in *S. pombe* and other model systems (Storchová *et al.* 2006; Gemble, *et al*. 2022; JMP and SLF, in preparation), our findings suggest that differential transcriptional responses may provide some explanation. *S. pombe* is therefore a promising model for investigating genome instability in polyploidy.

## Supplementary Material

jkae177_Supplementary_Data

## Data Availability

The data discussed in this publication have been deposited in NCBI's Sequence Read Archive under BioProject ID PRJNA1031691 and Gene Expression Omnibus (Edgar *et al.* 2002) under GEO series accession number GSE271887. Strain list is available in Supplementary Table 1. Primers used for RT-qPCR validation are available in Supplementary Table 2. Full list of RNA-seq results including gene name, log_2_-fold change (logFC) and adjusted *P*-value are available in Supplementary Tables 4–7. All strains and reagents are available upon request. Supplemental material available at G3 online.

# Supplementary material for: Analysis of transcriptional response in haploid and diploid Schizosaccharomyces pombe under genotoxic stress
**Source:** G3 (Bethesda). 2024 Aug 9;14(9):jkae177. doi: 10.1093/g3journal/jkae177
**Supplement:** jkae177_Supplementary_Data

Figure S1. Global transcriptome is doubled in diploids compared to haploids.

A) Dot plot displaying total RNA extracted from samples for mRNA-seq and RT-qPCR. 3 replicates per condition. B) Scatter plot displaying comparison of $\log_2$ FPKM after spike-in normalization in haploid NT and diploid NT samples averaged across the 3 replicates. C) Bar plot comparing RT-qPCR and RNA-seq fold change for 5 genes (NT condition), normalized to the spike-in ERCC-002 transcript. Dotted horizontal line represents fold change of 1 (no change in expression). D) Dot plot displaying RT-qPCR results of 5s and 18s rRNA transcripts (NT condition).

Figure S2. Upregulated diploid genes are enriched for plasma membrane localization.

Gene-concept network plot displaying enriched cellular compartment terms in the haploid vs diploid no treatment upregulated genes.

Table S4. Haploid vs diploid no treatment DEGs

Table S5. Haploid MMS treatment DEGs

Table S6. Diploid MMS treatment DEGs

Table S7. Haploid MMS vs diploid MMS DEGs

# Supplementary material for: Analysis of transcriptional response in haploid and diploid Schizosaccharomyces pombe under genotoxic stress
**Source:** G3 (Bethesda). 2024 Aug 9;14(9):jkae177. doi: 10.1093/g3journal/jkae177
**Supplement:** jkae177_Supplementary_Data

Table S1	List of strains used in this study	
FY 9699	h- smt-0 his3D-1 ura4-D18 leu1-32 ade6-M210	This study
FY 9786	h- smt-0/h- smt-0 his3D-1/his3D-1 ura4-D18/ura4-D18 leu1-32/leu1-32 ade6-M210/ade6-M216	This study

# Supplementary material for: Analysis of transcriptional response in haploid and diploid Schizosaccharomyces pombe under genotoxic stress
**Source:** G3 (Bethesda). 2024 Aug 9;14(9):jkae177. doi: 10.1093/g3journal/jkae177
**Supplement:** jkae177_Supplementary_Data

Table S2

List of qPCR primers used in this study

Gene	Forward Primer (5' to 3' sequence)	Reverse Primer (5' to 3' sequence)
<i>str3</i>	CGACCAAATTTGCGGGCTAC	GGCATGATACCTGAGACCCC
<i>alg9</i>	GAAGGCCACAGTCAACGAAC	TATCGGCCCCATTTAGGCTC
<i>SPAC977.18</i>	GCACGAACCAGCAAACCTTG	GAGATTCGGGACTAGCATCGG
<i>yak3</i>	AGGAGAACTTTGGCGCTCTC	GGGCATAGGAGGGGTATCCA
<i>zym1</i>	TGTAAGAGCAAACAAGGCAAGC	TCGAAGCACATTTGCAAGAAGA
ERCC-002	CTCGGGTCTGCGGGTTATAG	ACCAGTACTGATTGCCGAGC
5s rRNA	CCAGTTCCCGTCCGATCAC	AAAGGAAGCCTACAGCACCC
18s rRNA	AAGCAGGCAAGTTTTGCTCG	TGAATACGAATGCCCCCGAC

# Supplementary material for: Analysis of transcriptional response in haploid and diploid Schizosaccharomyces pombe under genotoxic stress
**Source:** G3 (Bethesda). 2024 Aug 9;14(9):jkae177. doi: 10.1093/g3journal/jkae177
**Supplement:** jkae177_Supplementary_Data

Table S3 List of upregulated MBF Transcripts		
**Gene**	**Log₂ Fold Change**	**p-adj.**
<i>ctp1</i>	0.7	1.1e-10
<i>cdt1</i>	2.0	2.9e-8
<i>cdc18</i>	1.7	9.2e-6
<i>cdt2</i>	1.4	3.5e-5
<i>mik1</i>	1.0	4.8e-5
<i>cdc22</i>	1.2	3.1e-4
<i>tos4</i>	1.2	9.8e-4
<i>cig2</i>	0.8	1.3e-2
<i>ssb1</i>	0.4	5.0e-2
<i>mrc1</i>	0.1	4.0e-1

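Supplementary Table 3 lists MBF targets, genes that turn on at the start of S phase, with the study's fold changes in haploid MMS. The study presents them as upregulated in these samples, although *mrc1+* did not pass. Their tests are therefore not taken as independent evidence. Of the 10, 7 rose and 0 fell at an adjusted p under 0.05 from edgeR (9 and 0 when adjusted over the list alone, and 2 rose without haploid MMS 2 or MMS 3), with adjusted p = 4.43e-13 in limma's camera and adjusted p = 0.0659 with an estimated correlation. Their median log2FC was 1.11. *cdc22+*, a subunit of ribonucleotide reductase, rose by 1.21 on the log2 scale (adjusted p = 0.0278 from edgeR, up to 0.114 without haploid NT 2, NT 3, MMS 2 or MMS 3), and *tos4+*, which tunes S phase genes, by 1.25 (adjusted p = 0.0369 from edgeR, up to 0.141 without any of the same 4 libraries). In diploid MMS 2 rose and 0 fell (7 over the list alone, 6 with the culture as a block, and 0 without diploid NT 1, NT 2 or MMS 1), with adjusted p = 1.08e-07 in camera and adjusted p = 0.156 with an estimated correlation.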

List of MBF target transcripts and their Log₂ fold change values and p-values from the haploid MMS comparison dataset.

How the deposited data were processed for this re-analysis (not part of the article)

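Haploid and diploid *S. pombe* of the same mating type were sequenced as polyadenylated RNA in 12 libraries, 3 each of haploid NT, haploid MMS, diploid NT and diploid MMS (0.0075% MMS for 4 h). The deposited counts were made by the authors, who aligned paired-end reads to the *S. pombe* reference with STAR 2.7.0e and assigned them to genes with featureCounts. The genome build, the annotation version, the strand setting and the version of featureCounts are not given in the sources used here. The values are raw counts per gene, whole numbers without normalization, in a column per library, for 4857 *S. pombe* genes and 92 ERCC spike-in transcripts. Total counts had a mean of 20209935 and a median of 18598198.5 per library. The spread between libraries of a condition, as edgeR's common dispersion, was 0.0247.

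Genes with fewer than 5 reads in 2 or more libraries were removed, as were the near-identical transcripts that the paper's methods exclude, which left 4584 genes. Counts were normalized by TMM over these genes and fitted with edgeR 4.0.16 (R 4.3.3) by quasi-likelihood with a mean per condition over all 12 libraries, with legacy=FALSE and robust=FALSE. Log2FC values are those of the fit, and each SE is the size of the log2FC divided by the square root of the F statistic. P values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05 and an absolute log2FC above 0.58, or above 1 for the 2-fold counts. The comparisons were diploid with haploid NT, MMS with NT in each ploidy, diploid with haploid MMS, and the interaction, which is the MMS response in diploids minus that in haploids, called at an adjusted p under 0.05 alone. Overlaps of calls were tested by a one-sided Fisher's exact test over the genes tested. The size of a response is the SD of the log2FC over genes after the mean squared SE was subtracted. Spike-in scaling used the median of ratios over the 60 ERCC transcripts with counts in every library, and groups were compared by a two-sided exact permutation test of 3 against 3 libraries, for which 0.1 is the smallest p. Tables were read and drawn with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

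Per the authors' methods each culture was split between NT and MMS. NT and MMS libraries with the same number were taken to share a culture, which the labels do not state. Residuals of NT and MMS libraries with the same number had correlations of 0.711, 0.647 and 0.499 in haploids and 0.56, 0.441 and 0.577 in diploids, against values from -0.689 to 0.571 between different numbers of a ploidy. The highest of the latter, haploid NT 2 with haploid MMS 3, exceeded the 0.499 of haploid NT 3 with haploid MMS 3. Residuals alone thus do not settle the pairing of haploid libraries 2 and 3. Under this reading the culture was also fitted as a block for the MMS comparisons and the interaction. This reading of the design was settled before any calls were compared. For part of the results, values with the block are given beside those without it. Fits with libraries left out held no block.

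Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the residuals. Members up or down were counted at an adjusted p under 0.05 over all genes without a fold threshold, and also adjusted over the list alone. The lists were MBF targets, antioxidant enzymes, the pentose phosphate pathway, glycolysis and fermentation, the general stress response, chaperones, mating and entry into meiosis, P-cell markers, meiosis and sporulation markers, plasma membrane transporters, metal homeostasis, DNA repair, the DNA damage and replication checkpoint, DNA replication, spindle checkpoint, spindle and kinetochore, ribosomal proteins, the proteasome, the respiratory chain and ATP synthase, ergosterol synthesis, histones, riboflavin synthesis, flocculins, *wtf* genes, Tf2 retrotransposons, genes within 100 kb of a chromosome end, and the genes of the paper's Table 2 and Supplementary Table 3. A list of mitochondrially encoded genes had 0 members in the deposited table. Some lists share members, as metal homeostasis does with the transporters and MBF targets with both lists of the paper, so they are not independent of each other. A further list that was tested, and counted among the lists past the test, and a further gene named later are not reported here.

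Genes named in the text were those the paper names in its results, tables or figure labels, the 10 largest changes up and the 10 largest down per comparison among genes called whose groups do not overlap in CPM, up to 4 members per list with the smallest adjusted p, and the 10 smallest adjusted p of the interaction if past 0.05. The values of the paper's tables had been seen when this rule and the gene lists were written, so the lists are not independent of them. Named after their values were seen were *pfl3+*, SPAC11D3.01c, SPAC26F1.07, *ste11+*, *ste7+*, *mam2+*, *prm1+*, *ste6+*, *mei2+* and *put4+*. The model, the filter, the thresholds, the lists, the naming rule and the alternatives were fixed before the data were examined, except for the settings without whole cultures and for lists tested with a block and an estimated correlation together, which were added later. Alternatives were DESeq2 1.42.0 on all libraries, edgeR on the libraries of the groups compared only, RLE normalization, spike-in scaling, no low-count filter, a filter of at least 5 reads in at least 2 libraries, filterByExpr, legacy=TRUE, robust=TRUE, a block, no fold threshold, glmTreat against a fold of 1.2, fry for lists, other averages and spike-in sets for global ratios, and each library left out in turn.

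The calls were tested on simulated data with the means, dispersions and sizes of the real libraries, in which 200 genes were changed by 1.5-, 2- or 4-fold. edgeR recovered 52.2%, 83.6% and 100% of these folds between diploid and haploid NT, 43.3%, 89.6% and 97% in haploid MMS, 50.7%, 85.1% and 98.5% in diploid MMS, and 46.3%, 95.5% and 100% between diploid and haploid MMS, at an adjusted p under 0.05. For the interaction it recovered 11.9%, 64.2% and 98.5%, or 4.5%, 59.7% and 97% with a block. Between 6 and 13 unchanged genes passed per comparison without a block. A simulated global ratio of 2 was measured as 2.03. In limma's camera a simulated list of 20 genes raised 1.5-fold passed at 0.05, and an unchanged list of 20 genes did not. Simulated genes were drawn independently of each other, and runs without a block held no differences between cultures. These runs therefore cannot show how many real lists or genes pass falsely. Enrichment of GO terms was not analysed here, since no GO terms were at hand. Total RNA, RT-qPCR, growth and cell imaging were not analysed here. The paper's Tables S4 to S7 were held in part, 1998 genes each.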

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

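Tests of exchanged labels, of a weaker dose and of the spike-in share of haploid NT 1, and those of diploid cells on genes called without haploid NT 1, were chosen after the results were seen. Signals appeared in gene groups that the paper does not discuss. Of 19 chaperones 5 rose in diploid NT at an adjusted p under 0.05 from edgeR and 0 fell (11 and 0 when adjusted over the list alone; 4 rose without haploid NT 2 or 3 or diploid NT 1 or 3, and 7 without haploid NT 1). All 19 had a log2FC above 0, and the list moved up in camera (adjusted p = 5.92e-11) and fry (adjusted p = 0.00363), but not with an estimated correlation (adjusted p = 0.0742). Of 79 subtelomeric genes 11 rose in diploid NT, and 2 did without diploid NT 1.

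Of 32 proteasome genes 10 rose in haploid MMS (28 when adjusted over the list alone and 28 with the culture as a block, but 1 without haploid NT 3 or haploid MMS 2). Their log2FC was above 0 in 31, with adjusted p = 1.34e-14 in camera, 0.00813 in fry and 0.182 with an estimated correlation, and their median was 0.39, 0.36 and 0.52 in haploid cultures 1 to 3. Of 49 genes of the respiratory chain and ATP synthase 6 rose in haploid MMS (15 when adjusted over the list alone, 19 with the block, 10 without haploid NT 1, and 0 without haploid NT 2, NT 3, MMS 2 or MMS 3). Of these 38 had a log2FC above 0, with adjusted p = 8.97e-06 in limma's camera, 0.0177 in fry and 0.265 with an estimated correlation.

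As shares of the mRNA, the response to MMS differed between diploids and haploids for these 14 lists in limma's camera on the interaction. Spike-in scaling shifts the interaction of the median gene by 0.61, so lower or higher here is relative to the middle of the genes. Some lists share members, as MBF targets do with the genes of Table 2 and Supplementary Table 3, so they are not separate signals. It was lower in diploids for MBF targets (median difference in log2FC -0.17, adjusted p = 0.000156), the genes of Supplementary Table 3 (-0.50, 8.38e-05) and of Table 2 (-0.53, 3.46e-06), antioxidant enzymes (-0.28, 8.38e-05), the pentose phosphate pathway (-0.18, 0.00165), glycolysis and fermentation (-0.42, 3.8e-08), and chaperones (-0.15, 0.00368). It was lower also for ribosomal proteins (-0.21, 3.8e-08), the proteasome (-0.18, 3.8e-08), the respiratory chain (-0.09, 0.00368), ergosterol synthesis (-0.12, 0.00953) and histones (-0.45, 6.52e-05), and higher for spindle genes (0.18, 0.0088) and *wtf* genes (0.16, 0.0088). The paper chose the genes of Table 2 on these samples as changed in haploid and not in diploid MMS, so a lower response in diploids follows from that choice. It presents those of Supplementary Table 3 as upregulated in haploid MMS. With an estimated correlation 0 of these lists passed (lowest adjusted p = 0.231), and in fry 0 did (lowest adjusted p = 0.247). Diploid culture 3 had the lowest median of the 6 cultures for the lists named here as lower in diploids, apart from antioxidant enzymes and chaperones, and the highest for spindle and *wtf* genes. Examples are glycolysis (-0.43, against -0.05 and 0.06 in diploid cultures 1 and 2), histones (-0.43, against 0.12 and 0.29) and ribosomal proteins (-0.45, against -0.16 and -0.07). The lists were not tested again without that culture, so these differences can rest on it.

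The MMS response of diploid culture 3 stood apart, with a chi-square per gene of 202 and 196 between diploid MMS 3 and the other diploid MMS libraries, against 23.7 between those. Gene length, coding GC content and expression level together explained 15.7% (SD 1.26 over resampled genes) of the variance over genes of its deviation. Between diploid MMS 1 and 2 they explained 0.862%. The first value argues against a trend in them as the whole cause, but not as a part of it. Exchanged NT and MMS labels are argued against by 89.5% of the 124 genes called in haploid MMS having the haploid sign in this culture (100% and 97.6% in diploid cultures 1 and 2). A weaker dose as the whole cause is argued against by an SD of the response left after a fit that was 1.72 times that of diploid culture 1. As a part of the cause a weaker dose stays open. The slope of this culture's response on the other diploid cultures was 0.323, against 0.969 and 0.761 for diploid cultures 1 and 2. Another difference of this culture, technical or biological, stays open and was not tested, since the design names none between cultures of a ploidy. Without diploid MMS 3 edgeR called 50 genes up and 59 down in diploid MMS, and without the whole culture, a setting chosen after seeing the values, 8 up and 3 down.

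Haploid NT 1 held fewer spike-in counts for its *S. pombe* counts than the other haploid NT libraries, a shift of 0.92 on the log2 scale. A few aberrant spike-in transcripts are argued against by an SD of 0.121 (log2) over 39 of them around the scaling of the library. Haploid MMS 1 held 1.08 times the *S. pombe* counts per spike-in of haploid MMS 2 and 3. It was harvested after 4 h in MMS, so it cannot show whether the whole culture held more mRNA per cell before it was split. Less spike-in RNA added and more mRNA per cell cannot be told apart for the ratio of 1.9 to haploid NT 2 and 3, because no second measure of mRNA per cell was used here for single libraries, and the total RNA per sample drawn in the paper's Supplementary Fig. 1a was not analysed here.

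Haploid culture 1 stood apart from haploid cultures 2 and 3, with chi-square values per gene of 181 to 207 against 18.8 (NT) and 7.86 (MMS) between those. Gene length, GC content and expression level explained 1.6% (SD 0.44 over resampled genes) of the variance of its deviation, which argues against a trend in them. Diploid cells in the culture and another difference of it cannot be told apart, because the slope of the deviation of haploid NT 1 on the ploidy log2FC depends on how the genes are chosen. It was -0.114 over the 133 genes called with haploid NT 1, a choice that removes genes in which it lies towards diploids, and 0.31 over the 286 genes called without it, a choice that favours such genes, 237 of which lay towards diploids. No biological explanation was tested, as the design names none between cultures of a ploidy.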

How the results depend on the processing

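Settings without haploid culture 1, without diploid culture 3 and without both, and list tests with a block and an estimated correlation together, were chosen after the results were seen. With RLE normalization, no low-count filter, at least 5 reads in at least 2 libraries, filterByExpr, legacy=TRUE or robust=TRUE, every count of genes called by edgeR stayed within 1.5 times its value. The ranges were 51 to 52 up and 82 to 85 down for diploid NT, 73 to 75 and 47 to 53 for haploid MMS, 27 to 28 and 15 to 16 for diploid MMS, and 14 to 15 and 11 for diploid against haploid MMS. The global ratio of diploid to haploid NT ran from 1.78 to 2.07 over other averages, spike-in sets, genes with at least 100 counts and pairs of libraries by number, and that in MMS from 2.67 to 2.93.

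DESeq2 called 77 genes up in diploid NT, 82 down in haploid MMS, 58 up and 27 down in diploid MMS, 41 up and 27 down between diploid and haploid MMS, and 1 in the interaction. Its overlaps were 51 (MMS) and 41 (ploidy), and its response SD in diploids was 0.176. On the libraries of the groups compared only, edgeR called 40 up and 22 down in haploid MMS, 10 down in diploid MMS, and 0 up and 0 down between diploid and haploid MMS (481 genes at an unadjusted p under 0.05), where fewer libraries estimate the spread. Without a fold threshold it called 86 up and 175 down in diploid NT, 164 and 105 in haploid MMS, 42 and 29 in diploid MMS and 22 up between diploid and haploid MMS, with overlaps of 51 (MMS) and 35 (ploidy), more by construction. glmTreat against a fold of 1.2 called 24 and 49, 37 and 14, 5 and 3, and 1 and 1 in the same order of comparisons, fewer by construction. The interquartile range, which keeps the noise, was 0.338 in haploid and 0.255 in diploid MMS. For differences with DESeq2 the cause was not tested.

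Under spike-in scaling edgeR called 3564 genes up and 1 down in diploid NT, 5 and 159 in haploid MMS, 2 and 1 in diploid MMS, and 4547 and 0 between diploid and haploid MMS (4551 at an unadjusted p under 0.05, both directions), where this scaling shifts the median gene by 0.84, -0.60, 0.02 and 1.44. The loss of calls in diploid MMS does not follow from so small a shift. SEs were larger under this scaling, as for *cdc1+* between diploid and haploid NT (0.24), and all comparisons share the estimate of the spread. Whether this accounts for the loss in diploid MMS was not tested. In the other comparisons the same shift is added to every gene by construction, and these genes changed sign. Between diploid and haploid NT their log2FC became 0.0752 for SPAC977.18, 0.0148 for *yak3+*, 0.26 for *cdc1+*, 0.25 for *bub1+*, 0.0575 for SPCC584.03c, 0.69 for *ted1+*, 0.64 for *pho842+*, 0.26 for SPCC1393.12, 0.31 for *ctp1+*, 0.88 for *cdt2+*, 0.63 for *mrc1+* and 0.60 for *sod2+*. In haploid MMS it became -0.0124 for *cut12+*. Between diploid and haploid MMS it became 0.76 for SPAC977.18, 0.62 for *yak3+*, 1.13 for *cdc1+*, 1.08 for *bub1+*, SPCC584.03c, *hsp3104+* and *mik1+*, 0.63 for *cut12+* and SPAC1783.01, 1.15 for *rib4+*, 0.22 for SPCC1393.12, 0.84 for *ctp1+*, 1.20 for *cdt1+*, 1.17 for *cdc18+*, 1.26 for *cdt2+*, 1.12 for *cdc22+*, 1.35 for *tos4+*, 1.29 for *cig2+*, 1.42 for *ssb1+*, 1.30 for *mrc1+*, 1.33 for *trx1+*, 0.95 for *sod2+*, 0.59 for SPCC569.09, 0.57 for *mam3+*, 0.64 for SPBC30B4.09, 0.65 for SPCC338.18, 0.72 for *gid10+* and 0.74 for SPAC1B3.15c. A change of sign in a gene past the test under neither scaling was counted as the same.

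With the culture as a block edgeR called 98 genes down in haploid MMS and 69 up and 59 down in diploid MMS, with an overlap of 70 and response SDs of 0.296 and 0.235; the cause was not tested beyond the pairing of the libraries. It changed no other count of genes called by over 1.5 times. Diploid and haploid libraries with the same number are not from the same culture, and their residual correlations were -0.261, 0.118 and -0.115 in NT and -0.342, 0.371 and -0.301 in MMS. A block on that number gave 64 up and 85 down in NT, 14 up and 10 down in MMS and an overlap of 20, and brought *yak3+*, SPCC584.03c and *mae2+* to an adjusted p above 0.05 between diploid and haploid MMS (adjusted p = 0.0613, 0.0613 and 0.0671 from edgeR). For lists, an estimated correlation left 0, 2, 1, 0 and 0 past the test in diploid NT, haploid MMS, diploid MMS, diploid against haploid MMS and the interaction, against 12, 15, 12, 10 and 15 at the preset correlation. With a block and an estimated correlation together 0 passed in each (lowest adjusted p = 0.0545 in limma's camera). In fry the last 2 were 3 and 0. The adjusted p of 61 of 140 list results crossed the threshold upwards with an estimated correlation.

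Leaving out single libraries gave 20 (diploid NT 1) to 135 (haploid NT 1) genes up and 41 (haploid NT 2) to 151 (haploid NT 1) down in diploid NT, and 6 (diploid NT 1) to 27 (haploid NT 1) up and 6 (haploid NT 2) to 23 (haploid NT 1) down at 2-fold. In haploid MMS it gave 28 (haploid NT 3) to 103 (haploid MMS 1) up and 10 (haploid MMS 2) to 85 (haploid NT 1) down, and in diploid MMS 4 (diploid NT 1) to 50 (diploid MMS 3) up and 3 (diploid NT 1) to 59 (diploid MMS 3) down. Between diploid and haploid MMS it gave 1 (haploid MMS 2) to 19 (diploid MMS 3) up and 1 (haploid MMS 2) to 11 (diploid MMS 1) down, and 0 in every case for the interaction in edgeR (155 at an unadjusted p under 0.05 with all libraries). The overlaps ran from 4 (diploid NT 1) to 41 (diploid MMS 3) for MMS and from 1 (haploid MMS 2) to 23 (diploid MMS 3) for ploidy, and r from 0.505 (diploid MMS 1) to 0.743 (diploid MMS 3). The response SD ran from 0.232 (haploid NT 3) to 0.311 (haploid NT 1) in haploids and from 0.148 (diploid NT 2) to 0.263 (diploid MMS 3) in diploids. Global ratios ran from 1.62 (haploid NT 2) to 2.39 (haploid NT 1) for diploid over haploid NT, 2.51 (diploid MMS 3) to 3.03 (diploid MMS 2) in MMS, 0.597 (haploid NT 2) to 0.884 (haploid NT 1) for MMS in haploids and 0.928 (diploid MMS 3) to 1.11 (diploid MMS 2) in diploids.

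Without haploid culture 1 edgeR called 171 up and 173 down in diploid NT (29 and 27 at 2-fold), 115 up in haploid MMS, 67 up and 36 down in diploid MMS and 49 up and 32 down between diploid and haploid MMS, with overlaps of 60 (MMS) and 60 (ploidy) and response SDs of 0.309 and 0.217. Without diploid culture 3 it called 74 down in haploid MMS, 8 up and 3 down in diploid MMS and 2 down between diploid and haploid MMS, with overlaps of 8 and 7 and a diploid response SD of 0.237. Without both it called 187 and 194 in diploid NT (32 and 34 at 2-fold), 148 and 180 in haploid MMS, 97 and 113 in diploid MMS, 67 and 36 between diploid and haploid MMS and 66 in the interaction, with overlaps of 135 and 78 and response SDs of 0.341 and 0.292. Leaving out haploid culture 1, or both cultures, raised the counts at the main thresholds in each comparison between conditions. Leaving out diploid culture 3 alone lowered them except in haploid MMS. All libraries share the same estimate of the spread, and how it changed was not tested.

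Of 247 results for single genes, settings that leave out no single library gave 2212 values on the same side of the test, 63 newly past it, 111 no longer past it and 41 with the sign changed, the latter under spike-in scaling. Leaving out single libraries gave 1411 on the same side, 4 newly past it and 307 no longer past it. Of the named genes past the test, 17 of 33 in diploid NT, 13 of 34 in haploid MMS, 6 of 26 in diploid MMS and 2 of 23 between diploid and haploid MMS stayed past it whichever library was left out. These fits held no block, so they do not show how calls with the culture as a block depend on single libraries. At this depth and spread simulated changes of 1.5-fold were recovered in part, least for the interaction, so changes of that size can be missed. Enrichment of GO terms, planned with another background, was not run, since no GO terms were at hand.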

Differences from the paper's values

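Counts of genes are at the paper's thresholds of an adjusted p under 0.05 and 1.5-fold, and the settings without whole cultures were chosen after seeing the values, while the other alternatives were set before the data were examined. In diploid NT edgeR called 51 genes up, and the paper gives 83. The value came within 1.5 times the paper's with DESeq2 (77), the libraries of both groups only (57), the block on replicate number (64) and no fold threshold (86), and with no other alternative set beforehand. In haploid MMS it called 49 down against the paper's 83, and came within that range with DESeq2 (82), the culture as a block (98), no fold threshold (105) and without haploid NT 1 (85) or haploid MMS 1 (57), and not with the others. Chosen after seeing the values, the settings without haploid culture 1 (68 down) and without diploid culture 3 (74 down) also did, and they drop 49 and 36 of the paper's 174 calls in either direction.

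In diploid MMS edgeR called 27 genes up and 16 down, where the paper gives 60 and 26. Up, the value came within 1.5 times the paper's with DESeq2 (58), the culture as a block (69), no fold threshold (42) and without diploid MMS 3 (50), and down with DESeq2 (27) and no fold threshold (29), and with none of the other alternatives set beforehand. The setting without haploid culture 1, chosen after seeing the values, also did (67 and 36), and drops 11 of the paper's 86 calls. Between diploid and haploid MMS edgeR called 14 up and 11 down, where the paper gives 48 and 27, and of the alternatives set beforehand only DESeq2 came within that range (41 and 27). The settings without haploid culture 1 (49 and 32) and without both cultures (67 and 36), chosen after seeing the values, also did, and drop 37 and 32 of the paper's 75 calls.

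Genes called in both haploid and diploid MMS numbered 28, against the paper's 51. DESeq2 (51), the culture as a block (70), no fold threshold (51) and leaving out diploid MMS 3 (41) came within 1.5 times the paper's, and the remaining alternatives set beforehand did not. Genes called between ploidies in both NT and MMS numbered 21, against the paper's 46, and DESeq2 (41) and no fold threshold (35) came within that range, while the block, calls in the same direction and single libraries left out did not. Without haploid culture 1, chosen after seeing the values, both overlaps were 60, within the range, and 49 of the paper's 174 haploid, 11 of its 86 diploid, 29 of its 188 NT and 37 of its 75 MMS calls were dropped.

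Over genes, r between the haploid and diploid MMS responses was 0.652, and the paper gives 0.57. Within the spread of values with single libraries left out, the paper's value was met by Spearman's rho (0.622) and by r without haploid NT 1 (0.542), haploid MMS 1 (0.601), haploid MMS 2 (0.632), haploid MMS 3 (0.623), diploid NT 2 (0.621), diploid NT 3 (0.597), diploid MMS 1 (0.505) or diploid MMS 2 (0.537). It was not met with DESeq2, the block, genes with at least 100 counts or any of the other single libraries left out. Without haploid culture 1, chosen after seeing the values, r was 0.562, and the same numbers of the paper's calls were dropped.

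The paper lists *cig2+* and *yhb1+* among genes raised in haploid MMS, and edgeR without a block did not call them (adjusted p = 0.0651 and 0.122), while DESeq2 (adjusted p = 0.0126 and 0.0417) and the culture as a block in edgeR did. The paper names SPBPB2B2.06c and SPBC1348.01, which the filter removed here. With the filter of at least 5 reads in at least 2 libraries, SPBPB2B2.06c was higher in diploids by a log2FC of 2.33 in NT and 2.74 in MMS (adjusted p = 0.0285 and 0.033 from edgeR), and SPBC1348.01 was higher in MMS by 3.26 without passing the test (adjusted p = 0.215 from edgeR). Of the 133 log2FC values of named genes compared with the paper's tables or text, 0 differed by more than the spread between libraries.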

Other observations

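The splits of the libraries were tests chosen after the results were seen. Splits of 3 against 3 libraries number 10, too few for a share under 0.05. Every other split also mixes the groups compared, so a difference between them adds to the spread and lowers the calls. The contrast of the real split with the others therefore adds no support. The real split called 133 genes (diploid against haploid NT), 124 (haploid MMS), 43 (diploid MMS) and 25 (diploid against haploid MMS) in edgeR, as many as only 1 split of the 10 did, and the highest of the other splits called 0. For the MMS comparisons the splits that part every culture number 4, and the other ones among them called 0. For the interaction the real split called 0 genes in edgeR (155 at an unadjusted p under 0.05, and 1 called by DESeq2) and so did 10 of 10 splits, with a highest other of 0.

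Scaled by spike-ins, diploid MMS held 2.84 ± 0.362 times the mRNA of haploid MMS, averaged over 4584 genes, with p = 0.1 in an exact permutation test. Here and below the SD of a ratio is carried over from the library totals of both groups. Of all genes 27% had a ratio between 1.5 and 2.5. Within haploids the ratio of MMS to NT was 0.675 ± 0.272 (SD, exact p = 0.1), and it was 0.884 without haploid NT 1 and 0.597 without haploid NT 2. Within diploids it was 1.04 ± 0.146 (SD, exact p = 0.9), and 55.7% of genes lay above 1.

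In a principal component analysis the first component held 33.1% and the second 25.7% of the variance, and both libraries of haploid culture 1 lay apart on the second (-19.8 and -19.7). Diploid MMS 3 lay at -11.5 on the first component, where the diploid NT libraries lay between -15.0 and -11.2.

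In diploid NT ribosomal protein genes (117, median log2FC 0.36) moved up in limma's camera (adjusted p = 1.47e-15, but 0.449 with an estimated correlation), with 0 up and 0 down in edgeR and 74 up without haploid NT 1. Of 15 ergosterol synthesis genes 2 rose and 1 fell (1 rose without haploid NT 2 or 3 or diploid NT 1 or 2), with adjusted p = 0.0129 in limma's camera and 0.561 with an estimated correlation. The genes of Table 2, with 1 up, had adjusted p = 0.01 in camera and 0.221 with an estimated correlation. The DNA damage and replication checkpoint (11 genes) did not pass limma's camera in diploid NT (adjusted p = 0.0996) but was lower in fry (adjusted p = 0.0189), with 9 of 11 under 0 and 1 past the test in edgeR (2 without haploid NT 1, and 0 without any other of the 6 libraries). The Tf2 retrotransposons (4 genes) did not pass limma's camera (adjusted p = 0.207).

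In haploid MMS 1 of 10 histone genes rose (3 when adjusted over the list alone, 6 with the block, and 0 without haploid NT 2, NT 3, MMS 2 or MMS 3), with adjusted p = 0.000988 in limma's camera and 0.34 with an estimated correlation. Of 16 glycolysis and fermentation genes 3 rose (8 with the block, 2 without haploid NT 1, and 1 without any other of the 6 libraries), with adjusted p = 0.000988 in limma's camera and 0.324 with an estimated correlation. Flocculins fell, 3 of 8 (5 with the block, 0 without haploid MMS 2), with adjusted p = 0.00459 in limma's camera and 0.0675 with an estimated correlation. In diploid MMS 2 of 16 MBF targets rose (10 when adjusted over the list alone, 9 with the block, and 0 without diploid NT 1, diploid NT 2 or diploid MMS 1), with adjusted p = 5.87e-09 in camera and 0.169 with an estimated correlation. Proteasome genes moved up there with adjusted p = 1.32e-05 in limma's camera and 0.5 with an estimated correlation, with 0 up in edgeR, 5 with the block and 6 without diploid MMS 3. The riboflavin list had adjusted p = 0.05 in limma's camera and 0.000228 with the block, but 0.169 with an estimated correlation and 0.107 with that and the block. Between diploid and haploid MMS the proteasome was lower (32 of 32 genes under 0, adjusted p = 2.98e-05 in limma's camera, 0.511 with an estimated correlation), and subtelomeric genes were higher (59 of 79 above 0, adjusted p = 2.98e-05, 0.377 with an estimated correlation). Lower there too were the respiratory chain (37 of 49 genes under 0, adjusted p = 0.00156 in limma's camera), *wtf* genes (13 of 18, 0.00156) and the general stress response (15 of 18, 0.00533), and ribosomal protein genes were higher (110 of 117 above 0, 2.23e-05), none of which passed with an estimated correlation (adjusted p = 0.377 to 0.633). The MBF genes of Supplementary Table 3 were lower too, 10 of 10 under 0 and 1 past the test in edgeR (0 without haploid MMS 1, haploid MMS 2 or diploid MMS 2), with adjusted p = 0.0263 in limma's camera and 0.511 with an estimated correlation.

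The smaller change of *cdt1+* in diploids went with a log2FC of 0.88 between diploid and haploid NT that did not pass the test (adjusted p = 0.124 from edgeR) and one of -0.20 in MMS (adjusted p = 0.795 from edgeR).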
